# Skin-resident Langerhans cells drive neuropathic pain via chemokine-dependent neuron-immune communication

**DOI:** 10.1172/JCI192328

**Published:** 2026-04-30

**Authors:** Paola Pacifico, Dale George, Nirupa D. Jayaraj, Dongjun Ren, James S. Coy-Dibley, Abdelhak A. Belmadani, Sofia Veronesi, Mirna Andelic, Daniele Cartelli, Grazia Devigili, Raffaella Lombardi, Giuseppe Lauria Pinter, Amy S. Paller, Richard J. Miller, Daniela M. Menichella

**Keywords:** Dermatology, Immunology, Neuroscience, Neurodegeneration, Pain, Skin

## Abstract

Neuropathic pain affects over 20 million people in the United States, and painful diabetic neuropathy (PDN), a common complication of diabetes, is among its most prevalent and treatment-resistant forms. Although PDN is characterized by nociceptor dysfunction, the upstream peripheral mechanisms remain incompletely understood. While dorsal root ganglion (DRG) nociceptor hyperexcitability is a hallmark of PDN, emerging evidence suggests that nonneuronal skin cells may modulate nociceptor function. Here, we investigated whether epidermal Langerhans cells (LCs) contribute to neuropathic pain in PDN through neuroimmune signaling. Using a clinically relevant high-fat diet (HFD) mouse model, transgenic LC ablation, behavioral assays, human skin biopsies, and single-cell RNA seq of epidermis and DRG, we found that LC density increased in male diabetic mice in parallel with mechanical allodynia. In skin samples of people with PDN, LCs exhibited increased volume and dendritic complexity correlating with diabetes duration. Genetic depletion of LCs prevented mechanical allodynia and spontaneous pain-like behavior in male, but not female, HFD mice, revealing a sex-dependent contribution. Single-cell and interactome analyses identified male-specific inflammatory LC programs, including upregulation of chemokine signaling pathways. Consistently, LC secretome profiling showed increased CCL2 release, and local CCR2 blockade reversed allodynia. These findings identify epidermal LCs as peripheral regulators of PDN pain and highlight sex-dependent chemokine-mediated neuron-immune communication at the skin-nerve interface.

## Abstract 2

We describe the sex-specific role of Langerhans cells in the epidermis in neuropathic pain development in a mouse model of Painful Diabetic Neuropathy.

## Introduction

Painful diabetic neuropathy (PDN) is a debilitating complication of diabetes characterized by persistent neuropathic pain arising from hyperexcitability of nociceptive neurons in the dorsal root ganglia (DRG) (1, 2). PDN is closely associated with small fiber neuropathy, the earliest pathological hallmark of the disease, which involves both degeneration and aberrant regeneration of DRG axons innervating the skin (3–5). In healthy individuals, these sensory axons extend through cutaneous nerves and terminate within the epidermis, the outermost stratified layer of the skin (6, 7). In PDN, however, cutaneous innervation undergoes extensive remodeling, marked by simultaneous axonal loss and regrowth (3, 8, 9). Despite the clinical importance of this process, the molecular mechanisms that drive nociceptor hyperexcitability and small fiber pathology in PDN remain poorly understood, representing a major barrier to the development of effective therapies.

Sensory axons in the skin do not operate in isolation but form close functional associations with nonneuronal epidermal cells. Axons from distinct nociceptor subpopulations terminate in the epidermis and establish gap junctions and synapse-like contacts with surrounding cells (10–13). While keratinocytes constitute the majority of epidermal cells, the epidermis also contains immune cells, including Langerhans cells (LCs), and specialized T lymphocyte populations that serve as the first line of defense against tissue damage (14–17). An increasing body of evidence implicates these nonneuronal skin cells in the pathogenesis of PDN, with inflammatory processes emerging as key contributors (18–20). Indeed, elevated circulating levels of inflammatory mediators such as IL-6, IL-2, and tumor necrosis factor-α (TNFA), along with increased dermal macrophage density, have been documented in patients with painful — as opposed to nonpainful — diabetic neuropathy (21–24). These findings raise the possibility that local neuro-immune interactions in the skin may critically influence nociceptor dysfunction in PDN.

LCs are specialized epidermal immune cells that play a central role in innate immune surveillance (25–27). Ontogenetically related to macrophages, LCs continuously extend and retract dendritic processes to monitor the local tissue environment and function as resident antigen-presenting cells (26–29). Beyond immune surveillance, LCs secrete and respond to a wide range of inflammatory mediators (18, 21, 30–32), suggesting that they could actively shape local inflammatory states. While LCs have been implicated in several inflammatory skin disorders, their role in neuropathic pain, and PDN in particular, remains largely unexplored. Importantly, LC activation is associated with the release of proinflammatory cytokines capable of sensitizing nociceptor terminals (33, 34), and LC density is increased both in patients with small fiber neuropathy and in rodent models of type 2 diabetes (33, 35). Despite these converging observations, whether and how LCs directly contribute to pain generation in PDN remains unresolved.

Emerging work suggests that epidermal immune cells and sensory afferents engage in extensive bidirectional crosstalk (7). LCs have been shown to physically interact with specific nociceptive terminal afferents, including Mas-related G protein–coupled receptor d–expressing (Mrgprd-expressing) fibers (34, 36). Notably, prior studies have demonstrated that Mrgprd-positive afferents regulate LC recruitment in the skin (36). These findings point to a potentially critical neuro-immune axis linking LCs and nociceptors that may influence neuronal sensitization. However, the molecular mechanisms that promote LC-nociceptor interactions — and the functional consequences of this communication in diabetic neuropathic pain — are currently unknown. Defining these mechanisms represents a key gap in our understanding of PDN pathophysiology.

In these studies, we have addressed this gap in our knowledge by demonstrating a previously unrecognized, dimorphic role for LCs in the development of mechanical allodynia and spontaneous pain in a high-fat diet (HFD) mouse model of PDN. Using integrative interactome analyses of epidermal and DRG single-cell RNA-seq datasets from both male and female mice, we have shown that HFD exposure in PDN males induces alterations in antigen-presenting, inflammatory, and neuro-immune signaling pathways in LCs, suggesting a remodeling of their communication with nociceptive terminal afferents. This remodeling includes upregulation of axon-guidance receptors *Plxnb2* and *Plxna1*, along with chemokine-related and immune signaling genes. Complementary cytokine profiling identified a panel of inflammatory mediators secreted by LCs, with a pronounced increase in chemokine MCP-1/CCL2. Critically, local pharmacological blockade of the CCL22-CCR2 signaling axis reduced mechanical allodynia. Together, these findings establish LCs as active regulators of neuropathic pain in PDN via a defined chemokine-mediated neuro-immune mechanism, revealing an accessible, previously unexplored therapeutic target for alleviating diabetic neuropathic pain.

## Results

### Epidermal LC expansion correlates with mechanical allodynia in a mouse model of painful diabetic neuropathy.

To explore a possible role of LCs in PDN, we analyzed LC density in the well-established, and clinically relevant, HFD model of PDN (37–39). Consistent with the literature (40), 10 weeks of HFD induced obesity, glucose intolerance, pain behaviors such as mechanical allodynia, and remodeling of cutaneous innervation (37–41). In this model, we observed an increase in LC density in the whole-mount epidermis of wild-type male mice fed an HFD for 10 weeks, compared to those on a regular diet (RD) (Figure 1, A and B).

To further validate these results, we utilized flow cytometry, a complementary approach commonly used to isolate and quantify immune cells, including LCs (36, 42–45). Consistent with the histological results, flow cytometry revealed a higher proportion of CD45/CD207–double-positive cells in HFD male mice (Figure 1, C and D). Due to the delicate nature of LCs and their low abundance, we used the gentle MACSQuant Tyto sorter (Miltenyi Biotec) to isolate epidermal cells, pooling 3 mice per diet condition for each replicate. The percentage of CD45^+^/CD207^+^ cells in HFD was approximately double that of the RD control (Figure 1D).

To determine whether the observed increase in LCs was due to a localized or systemic change resulting from their activation and proliferation, we labeled LCs in whole-mount ears from both RD and HFD mice. Our analysis showed no significant differences in LC density within the ear epidermis (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI192328DS1). This suggests that, as in patients with PDN where the distal lower extremities are primarily affected, the HFD induces a localized increase in LCs in the paw epidermis.

To evaluate the temporal dynamics of LC changes in response to HFD and their contribution to the development of mechanical allodynia, we measured the LC density at different time points after starting either RD or HFD (2 weeks, 4 weeks, 6 weeks, 8 weeks, and 10 weeks). We observed that the LC density gradually increased over time, becoming significantly higher by week 8 (Figure 1, E and F). We have already shown that, at this time, mice on HFD display mechanical allodynia and small fiber degeneration (38). Correlation analyses revealed that, after 10 weeks on HFD, a higher LC density correlated with a lower mechanical threshold, suggesting that an increased number of LCs corresponded to heightened mechanical pain (Figure 1, G and H). We observed a correlation between the number of LCs and the mechanical threshold in male mice fed a RD; although this was within the normal range of mechanical thresholds (Supplemental Figure 1, B and C).

Because sex differences are fundamental biological variables that influence immune cells, particularly microglia (46–48) and, consequently, immune responses (49) and neuropathic pain (18, 50), we decided to investigate the role of LCs in female mice. We first characterized the phenotype in female mice after 10 weeks on the high-fat diet. Like male mice, female mice on HFD developed obesity, glucose intolerance, and mechanical allodynia (Supplemental Figure 1, D–F). However, histology analysis of paw epidermis uncovered no differences in LC density between RD and HFD female mice (Supplemental Figure 1G). Moreover, RD female mice displayed a LC density higher than that of RD male mice. This suggests that female mice have a higher LC density in the epidermis than male mice (Supplemental Figure 1H).

### LC morphologic remodeling tracks disease progression in patients with painful diabetic neuropathy.

To enhance the clinical relevance of our findings, we analyzed skin biopsies obtained from clinically well characterized male and female patients with PDN and people who were healthy controls. This included samples from 15 patients with PDN and 9 people who were healthy controls (Table 1). In these human skin biopsies, fixed samples, it was not possible to isolate the epidermis, so we performed 3D reconstructions of LCs in PDN skin samples. Our analysis revealed that both the volume of LCs and the complexity of their arborization processes positively correlated with the duration of diabetes in patients with PDN (Figure 2, A–D). Specifically, our findings indicated that, as diabetes progressed, LCs became larger and their branching structures more complex (Figure 2, C and D). As with other immune cells, which exhibit remarkable plasticity, LC morphology is closely related to their function (51), suggesting that structural and functional changes may reflect more severe phenotypes in patients. Consistent with previous studies (3, 4, 30, 33, 52–54), we found that patients with PDN exhibited a significant reduction in intraepidermal nerve fiber (IENF) density compared with controls, while LC density remained unchanged (Supplemental Figure 2). However, the ratio between IENFD and LC density was reduced in both patients with PDN and in the HFD mouse model of PDN (Figure 2, E and F).

### Targeted depletion of epidermal LCs blocks mechanical allodynia and spontaneous pain in PDN mice.

To functionally test in vivo the requirement of LCs for PDN development, we ablated LCs using a transgenic mouse line expressing the diphtheria toxin receptor (DTR) under the control of the langerin/*Cd207* promoter (36, 55). We administered diphtheria toxin (DT) observing that weekly injections, from week 4 to week 8, effectively depleted LCs in DT-treated mice (Figure 3A). Indeed, histological analysis of paw epidermal sheets confirmed a 70% reduction in LC density 2 days after the final DT injection compared with control mice injected with vehicle (0.9% NaCl) (Figure 3, D and E).

Behavioral testing revealed that repeated DT injections prevented the development of mechanical allodynia in the HFD male mice (Figure 3B). In contrast, HFD mice that received vehicle treatment maintained robust allodynia (Figure 3B), indicating that LCs are necessary for the development of mechanical allodynia in the HFD model of PDN. On the contrary, DT-induced LC ablation did not affect the response to mechanical stimulation in RD mice (Figure 3B). Additionally, assessment of spontaneous pain through a cage-lid hanging test (56) showed that HFD male mice developed spontaneous pain, which was reversed by LC ablation (Figure 3C). Histological analysis confirmed that the DT-mediated strategy effectively removed LCs (Figure 3, D and E) without altering the histological organization of the epidermis (Figure 3, F and G). Quantification of IENF density of PGP9.5-positive fibers revealed that LC depletion could potentially influence cutaneous fiber innervation in HFD male mice, although no statistically significant differences were detected (Supplemental Figure 3A). To assess whether LC loss affected a defined subset of DRG sensory neurons previously linked to these cells (36), we generated a double-transgenic mouse line by crossing *Mrgprd*-eGFP mouse line (57) with hLC-DTR mice (*Mrgprd*eGFP-hLCDTR). As observed in hLC-DTR mice, DT-mediated LC depletion in *Mrgprd*eGFP-hLCDTR mice prevented the development of HFD-induced mechanical allodynia (Supplemental Figure 3, B and C), without affecting dermal cell populations (Supplemental Figure 3D). Quantification of IENF density of *Mrgprd*-eGFP-positive fibers revealed no significant differences between DT- and vehicle-treated mice (Supplemental Figure 3E), highlighting the difficulty of capturing dynamic processes as fiber degeneration and regeneration at this PDN stage.

We also evaluated the impact of LC depletion in female HFD mice. We found that, as opposed to males, in female mice, the loss of LCs induced by DT did not prevent mechanical allodynia (Supplemental Figure 3, F and G), suggesting that sex-dependent mechanisms influence the role of LCs in PDN. Together, these results demonstrated that epidermal LCs are essential for maintaining mechanical allodynia and spontaneous pain in the male HFD model of PDN.

### Single-cell transcriptional profiling reveals sexually dimorphic signatures in mouse epidermis.

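Cells of the paw epidermis of 6 male mice were sequenced in droplets, 1 library per mouse, after 10 weeks on RD (11% fat, n = 3) or HFD (42% fat, n = 3). In this assay each captured transcript carries a unique molecular identifier (UMI), so that a UMI count is a count of molecules and not of PCR copies. For each mouse, the authors deposited the number of UMIs of each gene in each barcode called as a cell, without normalization, counted with Cell Ranger 6.1.0 according to the file headers. Between 134449247 and 194673581 UMIs were counted per male mouse, with a median of 136683089 on RD and 141516648 on HFD. Clusters were computed anew from these counts and named from markers that had been listed before the data were examined. A population is therefore called "LC-like", and its cells need not be those that the paper assigned to LCs. The LC-like cells of a male mouse held between 902990 and 1986308 UMIs. For each comparison the UMIs of all LC-like cells of a mouse were summed, so that the mouse and not the cell was the replicate. Sums were compared with edgeR's quasi-likelihood test after TMM normalization, on the genes kept by edgeR's filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Levels are given as CPM, a gene's share of the summed UMIs on the scale that edgeR uses, and positions refer to GRCm38. Levels with an SD over mice in all LC-like cells include the TMM normalization, and those of subclusters, keratinocytes or cells pooled over mice do not. For the DEGs of the paper, its methods name a Wilcoxon test over single cells with a log2 fold change of at least 0.25.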

To investigate the molecular mechanisms underlying LC-dependent neuropathic pain in the HFD mouse model of PDN, we performed an unbiased single-cell RNA-seq (scRNA-seq) of the paw epidermis in male mice. Mice were fed either an RD (RD *n* = 3) or an HFD (HFD *n* = 3) for a duration of 10 weeks (Figure 4A). 

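The count files of the 3 male RD mice held 14982, 16254 and 9614 barcodes, 40850 in all, and those of the 3 male HFD mice held 7370, 10451 and 11310, 29131 in all. Of these, 40590 and 28680 barcodes had UMIs from at least 200 genes.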

After separating the epidermis from the dermis, we obtained a high-viability single cell–suspension from each sample, collecting 40,500 cells from the RD epidermis and 28,950 cells from the HFD epidermis. Single cells were sequenced using the 10x Genomics Chromium platform. 

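Across the 6 male mice, the median barcode carried between 3.09% and 3.68% of its UMIs on mitochondrial genes. With at least 200 and at most 6000 genes and at most 5% mitochondrial UMIs, 37248 male RD cells and 24899 male HFD cells remained. The median remaining cell held between 6577 and 15047.5 UMIs and between 1846 and 2938 genes, depending on the mouse. With at most 10% mitochondrial UMIs instead, 39531 and 27719 cells remained. The median LC-like cell had 1603 genes and the median suprabasal or spinous keratinocyte 2936, so that 1 of each in the same droplet would stay under the upper limit.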

To remove doublets and low-quality cells, we filtered out cells with fewer than 200 or more than 6,000 features and those containing more than 5% mitochondrial reads (Supplemental Figure 4, A–G). We identified 10 distinct clusters based on the shared nearest neighbor (SNN) clustering algorithm in Seurat. 

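At a resolution of 0.3, the lowest in steps of 0.1 that gave at least 10 clusters, the 62147 male cells that passed the filter fell into 11 clusters of 790 to 13655 cells. Clustering used 10 principal components of 2000 variable genes and a shared nearest neighbor graph of 20 neighbors. The resolution set this number: at 0.6 the same cells fell into 19 clusters. With the highest doublet scores removed, 55728 cells fell into 11 clusters.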

We then visualized the different clusters using the 2-dimensional Uniform Manifold Approximation and Projection (UMAP) method (Figure 4B). Based on known marker expression and the top 5 differentially expressed genes (DEGs) for each cluster (Figure 4C), we identified 8 keratinocyte subpopulations representing different stages of differentiation and 2 groups of nonkeratinocytes. 

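By markers, 8 of the 11 male clusters received a name. The largest, with 13655 cells or 22.0% of all, was basal, with Ccnd2, Sparc, Krt5, Col17a1 and Krt14 among its leading genes. A pair of clusters with 9352 and 8129 cells was suprabasal or spinous, and another pair with 4869 and 4718 cells was proliferating. Migratory keratinocytes, led by Krt79, Defb6 and Cst6, made up 4472 cells, and terminally differentiated keratinocytes, led by genes of the Lce1 family, 3136. One cluster of 1535 cells was LC-like, with Cd74, H2-Ab1, H2-Aa, H2-Eb1, Cd207 and Mfge8 at its head, and 192 of its cells separated from it as T cell-like, which left 1343 LC-like cells. Another 3 clusters received no name. Those of 9674 cells, led by Krt9, Chchd10 and Dapk2, and of 1817 cells, led by Ube2c, Hist1h2ap, Birc5 and Pclaf and with a median of 22927 UMIs, had fewer than 3 markers of any class at the required fold. The latter had 2 such markers of proliferating keratinocytes. The cluster of 790 cells, led by Lars2 and Gm42418, had 4 such markers, but was left without a name because of its low UMIs, with a median of 1032.5, and because no marker was among its 10 leading genes.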

As keratinocytes are the most abundant cell type in the epidermis, we used multiple markers to define their differentiation stages (Figure 5 and Supplemental Figure 5A). Feature plots illustrated the distribution of keratinocyte markers, highlighting terminally differentiated keratinocytes, usually located in the upper layer of the epidermis corresponding to the stratum corneum, differentiated keratinocytes including spinous, suprabasal, and squamous keratinocytes, undifferentiated basal epithelium keratinocytes mainly expressing *Keratin14* (*Krt14*), migratory keratinocytes and keratinocytes with higher expression of *Mki67*,a distinctive marker of proliferation (Figure 5 and Supplemental Figure 5, A and B). Specifically, we identified: (a) terminally differentiated keratinocytes (tdKCs) expressing *Flg, Krt78, Krt80, Lor* and *Ivl*; (b) spinous keratinocytes (sKCs) expressing *Cstdc5* and *Dsg1a*; (c) suprabasl keratinocytes type I (sbKCs I) and (d) type II (sbKCs II) specified by *Krt10* and *Krt1*, and *Krt16*, *Krt17* and *Il34*, respectively; (e) squamous keratinocytes (sqKCs) expressing *Krt16, Serpinb12* and *Tmem266*. 

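The clusters computed anew did not part spinous from suprabasal cells in males, nor did they hold a squamous class, so that these stages are reported as 1 suprabasal or spinous class of 17481 male cells. Levels were pooled over the cells of all 6 male mice and carry no replicate error. Krt10 reached 39008 CPM in this class and 15980 CPM in the terminally differentiated cells, against 1284 CPM in basal cells. Krt1 was at 10404 CPM in the suprabasal or spinous class and at 4819 CPM in the terminally differentiated cells. The median cell of these classes held 15322 and 18078 UMIs.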

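Among undifferentiated male keratinocytes, Krt14 stood at 18610 CPM in basal cells, 13498 CPM in proliferating cells and 8841 CPM in migratory cells, pooled over mice, and at 349 CPM in the suprabasal or spinous class. Mki67 was at 428 CPM in the 9587 proliferating cells and at 26.0 CPM in basal cells. Top2a, another gene of dividing cells, was at 329 and 15.3 CPM.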

To define undifferentiated KCs, we used *Krt14, Itga6* and *Itgb1* for (f) basal layer keratinocytes (blKCs); *Krt79, Dcn, Lrig1* and *Sema3e* for (g) migratory Keratinocytes (mKCs) and, lastly, *Mki67* and *Cenpa* for (h) proliferating keratinocytes (pKCs) (Figure 5). Furthermore, we used the high and selective expression of *Cd207, Cd74, Cd28,* and *Cd3e* to identify the remaining no-keratinocytes as LCs (i) and immune cells (j), respectively (Figure 5).

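Cd207 (ENSMUSG00000034783, chromosome 6, 83671215 to 83677857) was at 2710 CPM in the pooled male LC-like cells and at most at 3.00 CPM in the keratinocyte classes. Cd74 was at 16126 CPM in LC-like cells and between 2.38 and 23.5 CPM in keratinocytes. Cd3e reached 548 CPM in the T cell-like cells and 0.71 CPM in LC-like cells, and Cd28 reached 144 and 0.71 CPM. Cd28 was also at 3.60 CPM in proliferating keratinocytes. LC-like cells made up 2.17% ± 0.584 (SD, n = 3) of the cells of RD males and 2.03% ± 0.128 (SD, n = 3) of those of HFD males. This difference, −0.144 percentage points, was within the spread between mice (two-sided exact permutation test, p = 0.9; the smallest p that 3 mice against 3 allow is 0.1). Without male RD replicate 2, which had the highest share, the difference was 0.191.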

Next, we extended the single-cell transcriptomic analysis to the epidermis of female mice in the HFD model of PDN. We performed scRNA-seq of the paw epidermis of female RD (RD *n =* 3) and HFD (HFD *n =* 3) mice (Figure 4D). 

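The 6 female libraries, 3 of RD and 3 of HFD mice, were deposited in the same form, as UMI counts without normalization, but their file headers name Cell Ranger 7.2.0. Since all male libraries carry the earlier version, sex cannot be separated from the counting software or from any other difference between the male and the female libraries. Between 135683082 and 173907390 UMIs were counted per female mouse, with a median of 135867027 on RD and 138005386 on HFD. Female cells were clustered separately from male cells, with at least 500 genes per cell, as the paper's methods give for females. The LC-like cells of a female mouse held between 2203976 and 3831307 UMIs, more than in any male mouse, so that fewer genes could be tested in males. A difference in the diet effect between the sexes was tested as an interaction term in 1 fit of all 12 mice.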

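From the female mice, 10255, 13511 and 12266 barcodes were deposited for RD and 13160, 10401 and 10818 for HFD. Of these, 33177 RD cells and 31051 HFD cells had at least 500 and at most 6000 genes with at most 5% mitochondrial UMIs. A median female barcode carried between 1.98% and 2.66% mitochondrial UMIs, and the median remaining cell held between 8925 and 12344 UMIs and between 2725 and 3376 genes, depending on the mouse.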

A high-viability single cell–suspension containing 33,175 cells from RD epidermis and 31,047 cells from HFD epidermis, was analyzed for quality control and filtration steps to improve data reliability and exclude low-quality or dying cells (Supplemental Figure 4, H and I). 

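Clustering of the 64228 female cells at a resolution of 0.3 gave 10 clusters. Cells with the genes of basal keratinocytes formed a pair of clusters of 9211 and 7231 cells. Proliferating cells numbered 11815, suprabasal or spinous cells 10088, migratory cells 4895 and terminally differentiated cells 1872. LC-like cells formed a cluster of 2117 and T cell-like cells one of 336, while 9552 and 7111 cells fell into a pair of clusters without a name. These had 5 and 4 markers of suprabasal or spinous keratinocytes at the required fold, but the mean log2 fold of all markers of that class was not above 0. At a resolution of 0.6 the number of clusters was 17, and with at most 10% mitochondrial UMIs it was 12 at a resolution of 0.3.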

Like male scRNA-seq data, 10 clusters were identified in female mice, primarily keratinocytes, immune cells, and LCs (Figure 4, D and E). To assess sex-dependent molecular differences, we conducted a comprehensive comparison of male and female scRNA-seq datasets under both RD and HFD conditions. We integrated both scRNA-seq datasets while correcting for batch effects across sexes and diet conditions, thereby improving comparability between samples (Figure 4F). The integrated UMAP analysis revealed extensive overlap between male and female datasets, indicating a strong correspondence and comparable representation of the distinct clusters across sexes (Figure 4G and Supplemental Figure 4J). 

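Without correction for sex or diet, 1 clustering of all 126375 cells gave 11 clusters at a resolution of 0.2. The shares of the classes were compared over mice, with males and females clustered separately, so that a class of the same name need not cover the same cells in both sexes. LC-like cells made up 2.10% ± 0.386 (SD, n = 6) of male cells and 3.31% ± 0.619 (SD, n = 6) of female cells, a difference of −1.21 percentage points (two-sided exact permutation test, p = 0.00649). Suprabasal or spinous cells made up 28.8% of the cells in males and 15.6% in females (exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow), but this leaves out the clusters without a name, and those of females had 5 and 4 markers of this class. For terminally differentiated cells the shares were 5.12% and 2.90% (exact permutation test, p = 0.00216), and for migratory cells the sexes did not separate (exact permutation test, p = 0.645). By diet, LC-like cells made up 3.31% ± 0.888 (SD, n = 3) in RD females and 3.31% ± 0.413 (SD, n = 3) in HFD females. Every HFD male had a larger share of terminally differentiated cells than every RD male, with 5.57% ± 0.531 against 4.66% ± 0.289 (SD, n = 3 each; exact permutation test, p = 0.1, the smallest possible).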

Focusing on the LC cluster, we performed a web-based gene set analysis (58, 59) to identify diet-enriched pathways in both sexes. We found that the LC cluster showed upregulation in pathways linked to protein translation and synaptic signaling only in male HFD mice (Figure 4H).

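For pathways, 8 sets of genes fixed before the data were examined were tested over mice with camera, with a preset correlation between genes of 0.01 and adjustment over all 8 sets. In males this number includes chemokine receptors, which had too few tested genes to be reported. Genes of cytosolic ribosomal proteins were lower on HFD in LC-like cells of both sexes. In males their mean log2 fold change differed by −0.14 from that of the other genes, with 3 of 80 genes higher on HFD (adjusted p = 3.72e-04). In females the difference was −0.10, with 7 of 82 genes higher (adjusted p = 2.72e-04). The set was not called without RD replicate 1 or HFD replicate 1 in males, nor without RD replicate 3 or HFD replicate 2 in females. The diet effect on this set differed between the sexes by −0.05 (adjusted p = 0.317 for the interaction). In females the mitochondrially encoded genes were higher on HFD, by 0.29 and in 13 of 13 genes (adjusted p = 1.70e-04). Under fry no set passed the threshold (adjusted p of at least 0.359 in males and 0.583 in females). This test asks whether the genes of a set change at all, with the correlation between genes seen in the mice. Since camera asks whether they change more than other genes, fry does not decide whether the calls by camera hold. Leaving out each mouse in turn, between 0 and 3 sets were called in males and between 1 and 3 in females. A set of synaptic genes was not among the 8.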

Finally, we validated selected cluster markers in paw skin sections of RD and HFD mice. KRT10 was used as a marker of epithelial differentiation, while KRT14 labeled basal cells in contact with the basement membrane (Supplemental Figure 4K). Epidermal LCs were labeled using CD207 in paw skin sections from RD and HFD male mice (Supplemental Figure 4L).

### Transcriptional profiling reveals inflammatory and axonal guidance programs in LCs from PDN male mice.

To define the transcriptional programs altered across epidermal cell types in the HFD model of PDN, we performed a comparative clustering analysis of scRNA-seq datasets from RD- and HFD-fed mice. This approach revealed shifts in molecular features across several epidermal populations in male mice (Figure 6A). 

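Shifts by diet were counted in each male keratinocyte class with the cells and UMIs of every mouse reduced to the number of its LC-like cells and their UMIs. At this depth, edgeR called 2 genes in basal cells, 2 in proliferating cells, 11 in suprabasal or spinous cells and 25 in terminally differentiated cells. In migratory cells it called 0 of 8301 genes, with 350 at an unadjusted p under 0.05. Another random draw of cells gave 119 genes in terminally differentiated cells and 1 each in basal and in suprabasal or spinous cells. With all cells, 93 genes were called in terminally differentiated cells and 0 in basal cells, where 778 genes had an unadjusted p under 0.05. The sum over the 5 classes at reduced depth, 40, was reached or exceeded in 3 of the 10 ways to split the 6 male mice into groups of 3. Under the same reduction, the female classes gave 13, 9, 15, 1 and 85 genes in the order basal, proliferating, suprabasal or spinous, terminally differentiated and migratory.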

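Male HFD and female HFD mice were compared in each population at the UMIs of the LC-like cells of the same mouse. The number of cells was matched too, except that the terminally differentiated class of the female HFD mice had fewer cells, 363, 228 and 229 against 435, 322 and 278 LC-like cells. Of 9516 genes tested in LC-like cells, 4624 or 48.6% differed between male HFD and female HFD mice, with 2177 higher and 2447 lower in males. At these UMIs, 50.2% of the genes tested differed in basal cells, 46.9% in proliferating cells, 46.1% in suprabasal or spinous cells, 37.6% in terminally differentiated cells and 46.6% in migratory cells. The median absolute log2 fold change was 0.57 in LC-like cells and between 0.46 and 0.55 in these classes. Under the alternatives to this processing, the number of genes called in LC-like cells ranged from 3830 to 5226. For directions and introns, all cells of a class were summed, without matching of cells or UMIs. Of the genes called in LC-like cells and also tested in a class, 92.8% of 4394 had the same sign in basal cells. In terminally differentiated cells it was 83.9% of 4098, and 85.1% and 56.8% were also called there in the same direction. Part of this agreement is built in, since the LC-like sums include a subcluster with keratinocyte transcripts, described below. Across genes, the log2 fold change in LC-like cells fell with the number of intron bases of the gene (Spearman's rho −0.544; genes are not independent replicates), as it did in each keratinocyte class (rho between −0.514 and −0.365). Leading genes without a link to the sex chromosomes included Gm20732 (ENSMUSG00000093387, chromosome 15, 68340983 to 68363176), which was at 28.5 ± 4.08 CPM (SD, n = 3) in female HFD mice and listed at 0 in male HFD mice. Gm37982 (ENSMUSG00000103139, chromosome 1, 167242457 to 167251492) was at 25.1 ± 3.30 CPM in female HFD mice and at 0 in male HFD mice. As a check of the labels, Xist (ENSMUSG00000086503) was at 733 CPM in female and 0 CPM in male HFD mice, and Ddx3y (ENSMUSG00000069045) at 0 and 89.9 CPM.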

Although the integrated male-female analysis showed comparable overall epidermal cellular composition, LCs emerged as the most sex-divergent cell type under HFD conditions (Figure 4, F and G). Male LCs, but not female LCs, exhibited robust transcriptional remodeling in response to diet. 

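Summed over the LC-like cells of each mouse, 0 of 8213 genes differed between HFD and RD males at the threshold in edgeR, with 371 genes at an unadjusted p under 0.05, and DESeq2 called 1. In females, 7 of 10528 genes differed, 1 higher and 6 lower on HFD, with 1042 at an unadjusted p under 0.05, and DESeq2 called 51. The interaction of diet and sex passed the threshold for 0 of 10477 genes in edgeR, with 550 at an unadjusted p under 0.05, and for 0 in DESeq2. In simulated data of the same design, the test recovered 75.5% of 200 changed genes in males, 83.5% in females and 52.5% for the interaction. These changes were 2-fold or 4-fold, and of the 4-fold ones 90.3%, 94.6% and 78.4% were recovered, while smaller changes such as those of the plexins were not simulated. The alternative that moved the counts most was the Wilcoxon test over single cells, which called 958 of 11688 genes in males, 927 higher and 31 lower on HFD, and 808 of 12743 in females, 563 higher and 245 lower, and treats the cells of 1 mouse as independent. Without the filter on low counts, 52 genes were called in males, 272 in females and 63 for the interaction. The female count rested on single libraries: without RD replicate 1 or without RD replicate 2 it was 0, and without HFD replicate 2 it was 49. The 10 ways to split 6 mice into groups of 3 gave at least as many genes 1 time in females, while for a male count of 0 such splits decide nothing. A4galt (ENSMUSG00000047878, chromosome 15, 83226722 to 83251774) led the female genes, at 32.9 ± 3.05 CPM on RD and 12.2 ± 0.433 CPM on HFD (SD, n = 3; log2 fold change −1.45, standard error 0.156, adjusted p = 0.0118). Too few UMIs of A4galt were counted in male LC-like cells to test it, 43 on RD and 19 on HFD.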

We therefore focused subsequent analyses on defining the pathways specifically altered in LCs from PDN male mice fed a HFD compared with RD-fed controls.

Gene set enrichment analysis (GSEA) (60) using the Mouse MSigDB (61) on Seurat-derived DEGs (see methods) identified discrete functional programs enriched in male HFD LCs. Pathways with positive normalized enrichment scores (NES) were dominated by MHC class II–mediated antigen-presentation signatures, whereas pathways with negative NES values mapped to synaptic protein networks and inflammatory signaling modules (Figure 6, B–E, and Supplemental Figure 6, A and B).

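Of the gene sets tested, the 9 genes of MHC class II presentation had a mean log2 fold change in male LC-like cells that lay 0.22 above that of the other genes on HFD, with 8 of 9 genes higher (camera, adjusted p = 0.0700). Outside a subcluster of the LC-like cells with high Ly6g6c, which also carried keratinocyte transcripts, this difference was 0.02 (adjusted p = 0.546). Chemokine ligands were lower by a difference of −0.33, with 1 of 12 genes higher on HFD (adjusted p = 0.0184), but without the filter on low counts the difference was 0.27. The nuclear genes of oxidative phosphorylation were lower, by a difference of −0.12 and with 15 of 76 genes higher (adjusted p = 0.00171). Plexins and neuropilins lay 0.15 above the other genes, with 4 of 6 genes higher (adjusted p = 0.150), and semaphorins differed by −0.15 (adjusted p = 0.243). In females the difference for MHC class II was 0.07 (adjusted p = 0.453), and the diet effects on this set differed between the sexes by 0.20 (adjusted p = 0.224). For the chemokine ligands of females the test gave the direction up, with a mean log2 fold change of 0.19 and a median of −0.01. Leaving out each mouse in turn, the difference for MHC class II in males passed the threshold without RD replicate 3 and without HFD replicate 2.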

Integration of these transcriptional signatures with prior literature (62) further highlighted coordinated upregulation of immune-response genes and axonal-guidance pathways in male HFD LCs. Notably, the axon-guidance receptors *Plxnb2* and *Plxna1* were significantly increased, along with chemokine-related and other immune signaling genes (Figure 6, F and G). These findings indicate that HFD exposure in PDN males elicits a combined antigen-presenting, inflammatory, and neuroimmune remodeling program in LCs.

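Plxnb2 (ENSMUSG00000036606, chromosome 15, 89155549 to 89180788) was at 49.0 ± 5.70 CPM in the LC-like cells of RD males and at 58.4 ± 11.8 CPM in those of HFD males (SD, n = 3 each). Its log2 fold change was 0.28 (standard error 0.187, adjusted p = 0.985, edgeR) and lay between 0.11 and 0.40 when each mouse was left out in turn. Plxna1 (ENSMUSG00000030084, chromosome 6, 89316314 to 89362620) rose from 42.1 ± 5.52 to 55.0 ± 4.92 CPM, a log2 fold change of 0.40 (standard error 0.178, adjusted p = 0.985), with 0.29 to 0.47 when each mouse was left out. Over single cells, the Wilcoxon test called both genes in males, Plxnb2 with a log2 fold change of 0.38 and Plxna1 with 0.47. Outside the Ly6g6c+ subcluster, the log2 fold change of Plxnb2 over mice was 0.44, also short of the threshold. In keratinocytes, Plxnb2 stood at 54.5 CPM on RD and 53.3 CPM on HFD, above its level in the LC-like cells of RD males. Among immune genes, H2-M2 (ENSMUSG00000016283, chromosome 17, 37480851 to 37483552) went from 159 ± 36.1 to 377 ± 180 CPM (log2 fold change 1.27, standard error 0.298, adjusted p = 0.664). Of the 31 genes listed from the paper and the marker lists, 28 could be tested in males, and adjusted over the list alone 3 passed the threshold: H2-M2 (0.0272), Lpar3 (0.0312) and Gm42418 (0.0312). Adjusted over all genes, 0 of the 28 passed in edgeR, with 9 at an unadjusted p under 0.05, and 0 in DESeq2. The paper chose many of these genes on the same mice, so that the count over the list is not independent evidence. From these genes together with its enrichment of gene sets, the paper infers that HFD elicits a combined antigen-presenting, inflammatory and neuroimmune program in male LCs.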

In contrast, the LC cluster from female HFD mice exhibited a nonoverlapping DEG profile characterized by increased expression of the sodium channel *Scn3a* and the purinergic receptor *P2rx2* (Supplemental Figure 6C). 

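Scn3a (ENSMUSG00000057182, chromosome 2, 65457118 to 65567627) was at 24.2 ± 8.60 CPM in the LC-like cells of RD females and at 51.0 ± 18.9 CPM in those of HFD females (SD, n = 3 each), from 234 and 513 UMIs. This log2 fold change of 1.05 (standard error 0.280) had an adjusted p of 0.253 in edgeR, and DESeq2 called it with 1.06. P2rx2 (ENSMUSG00000029503, chromosome 5, 110339812 to 110343212) rose from 23.6 ± 3.68 to 44.7 ± 10.2 CPM (log2 fold change 0.88, standard error 0.185, adjusted p = 0.115), and DESeq2 called it with 0.89. Adjusted over the list alone, p was 0.0222 for Scn3a and 0.00764 for P2rx2 in females, where 6 of 29 genes passed. In males the means of both genes were also higher on HFD, but neither passed the threshold (edgeR, adjusted p = 0.985 each over all genes). Scn3a was at 5.53 ± 3.00 and 13.4 ± 3.89 CPM on RD and HFD, from 27 and 46 UMIs (log2 fold change 1.17, standard error 0.412, adjusted p over the list 0.0857). P2rx2 was at 54.1 ± 9.51 and 81.2 ± 33.4 CPM (log2 fold change 0.58, standard error 0.255, adjusted p over the list 0.143). Between the sexes the diet effect differed by 0.09 for Scn3a (standard error 0.566, adjusted p = 1.00) and by −0.32 for P2rx2 (standard error 0.348, adjusted p = 0.981). Keratinocytes held at most 0.23 CPM of Scn3a and 0.10 CPM of P2rx2.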

Comparative analysis of male and female HFD datasets confirmed that LC transcriptional responses to diet are highly sex specific and involve distinct molecular pathways (Supplemental Figure 6E).

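Across genes, the diet effects in male and female LC-like cells had a Pearson r of 0.104, whose absolute value was reached or exceeded in 38 of the 200 arrangements of the diet labels within the sexes (two-sided exact permutation test, p = 0.19). Outside the Ly6g6c+ subcluster r was 0.121 (exact permutation test, p = 0.02), although genes are not independent replicates. In that part of the LC-like cells, 10 of 5896 genes passed the threshold in males and 100 of 9185 in females, and 4 passed in both sexes in the same direction, where 0.109 would be shared by chance. These 4, Mmp9, Gng10, H2-M2 and mt-Cytb, were looked at only after their values were seen. Among them mt-Cytb is mitochondrially encoded, and mitochondrial UMIs took a larger share over all barcodes of HFD males as well. Of the listed genes, 0 of 30 passed for the interaction when adjusted over the list alone in edgeR, with 3 at an unadjusted p under 0.05. From the comparison of the HFD datasets, the paper concludes that the responses of LCs to diet are sex specific and involve distinct pathways.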

Given the known cellular and functional diversity of LCs (45, 63–65), we conducted a subcluster analysis of the major cluster of these cells. This analysis revealed 4 transcriptionally distinct subtypes (Figure 7A), each characterized by unique markers (Figure 7B and Supplemental Figure 7, A and B). Each of these LC subtypes may carry out different functions in PDN. 

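Clustering of the 1343 male LC-like cells alone gave 4 subclusters at a resolution of 0.1. They held 1018 Epcam+/Cd48+ cells, 269 Ly6g6c+ cells, 41 Cenpe+ cells and 15 Ccr7+ cells, with medians of 3971.5, 13343, 6599 and 3949 UMIs per cell. The name Epcam+/Cd48+ went to cells without the markers of the other subclusters, and Epcam and Cd48 were not tested for it. As shares of the LC-like cells of a mouse, the Epcam+/Cd48+ cells made up 75.7% ± 4.58 on RD and 78.9% ± 6.64 on HFD (SD, n = 3 each; two-sided exact permutation test, p = 0.6). When the cells of all types were first clustered at a resolution of 0.6, the 1321 LC-like cells found there formed 5 subclusters.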

We identified (a) *Epcam*^+^*/Cd48*^+^ LCs, (b) *Ly6g6c^+^* LCs, (c) *Cenpe*^+^ LCs, and (d) *Ccr7*^+^ LCs. All 4 clusters expressed the common LC marker *Cd207* (Figure 7, A–C). Specifically, *Epcam*^+^*/Cd48*^+^ LCs were identified by the expression of *Cd48*, which was elevated in HFD (Supplemental Figure 7, A and B). 

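Pooled over mice, Cd207 was at 4558 CPM in the Epcam+/Cd48+ cells of males, 2756 CPM in the Cenpe+ cells, 1036 CPM in the Ccr7+ cells and 926 CPM in the Ly6g6c+ cells. Over all LC-like cells it was at 2929 ± 305 CPM on RD and 3092 ± 490 CPM on HFD (SD, n = 3 males each), a difference within the spread between mice. Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) was at 1072 CPM in the Epcam+/Cd48+ cells and at 906, 141 and 261 CPM in the Cenpe+, Ccr7+ and Ly6g6c+ cells.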

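Cd48 (ENSMUSG00000015355, chromosome 1, 171682009 to 171705258) was at 58.0 ± 15.6 CPM in the LC-like cells of RD males and at 57.9 ± 6.48 CPM in those of HFD males (SD, n = 3 each). Its log2 fold change of 0.05 (standard error 0.211, adjusted p = 0.995, edgeR) lay between −0.17 and 0.22 when each mouse was left out in turn. Within the Epcam+/Cd48+ cells it was at 87.7 ± 16.9 CPM on RD and 82.2 ± 10.4 CPM on HFD. The Wilcoxon test over single cells did not call it either, with a log2 fold change of 0.12.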

*Cd48*, a member of the signalling lymphocyte activation molecule family, is usually associated with heightened activation of immune cells (66), including LCs (44). *Ly6g6c*^+^ LCs indicated a monocyte-derived origin (Figure 7E), and, similar to resident macrophages, *Ly6g6c*^+^ LCs might be recruited from the blood, contributing to the higher number of cells observed in the HFD epidermis (63, 67). 

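Ly6g6c (ENSMUSG00000092586, chromosome 17, 35065388 to 35070050) was at 797 CPM in the 269 Ly6g6c+ cells of males and at 22.6 CPM in the Epcam+/Cd48+ cells, pooled over mice. In the suprabasal or spinous keratinocytes of males it was at 1826 CPM, and over all keratinocytes between 847 and 1126 CPM depending on the mouse. The leading genes of the Ly6g6c+ cells were Krt2, Ly6d, Krt10, Perp and Krt1. Krt10 was at 18690 CPM in them against 451 CPM in Epcam+/Cd48+ cells, and Krt14 at 4706 against 147 CPM. A mixture of Epcam+/Cd48+ cells and keratinocytes was fitted to the profile of the Ly6g6c+ cells. Of 7 macrophage or monocyte genes listed before the data were examined, 0 were more than 2-fold above this mixture, in either sex. Smaller differences were not counted, and C1qb of this list is itself a leading gene of the male Epcam+/Cd48+ cells. Such a mixture placed 99.9% of the 2436 genes compared within 2-fold of their level in the male Ly6g6c+ cells, with 19.7% of the mixture from the Epcam+/Cd48+ profile. Among the 30 nearest neighbors of a Ly6g6c+ cell, counted in the data joined with simulated doublets, the median share of simulated doublets was 0.9, against 0.0333 for an Epcam+/Cd48+ cell. Ly6g6c+ cells made up 19.7% ± 5.90 of the LC-like cells of RD males and 16.8% ± 7.22 of those of HFD males (SD, n = 3 each; two-sided exact permutation test, p = 0.5). Without HFD replicate 1, this difference changed its sign to 1.23 percentage points.

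**Figure D1:**
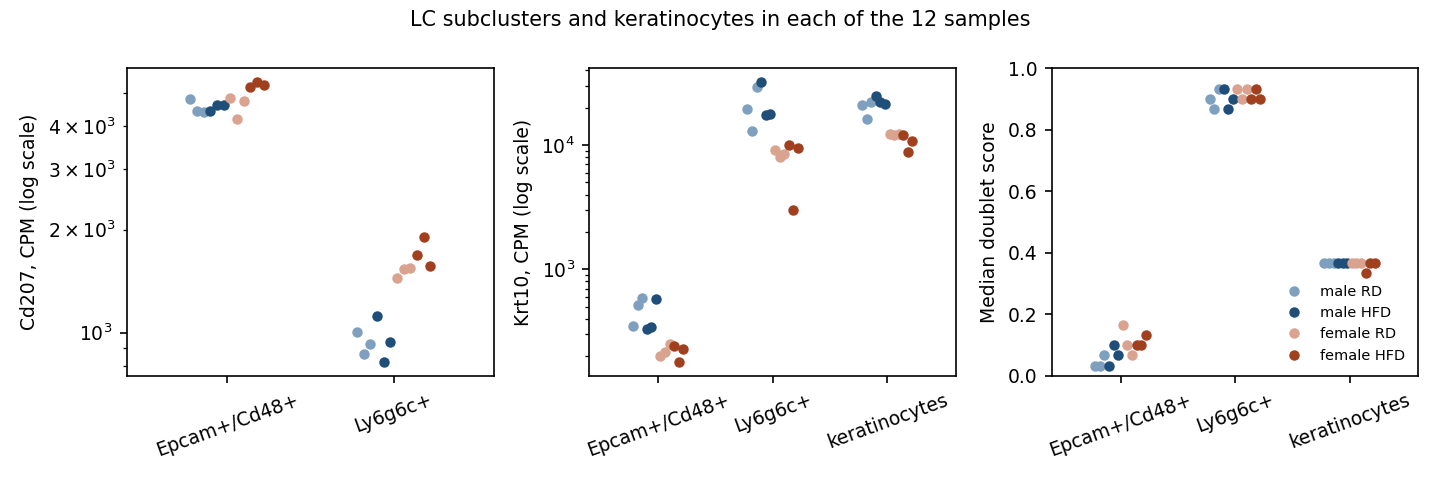
Cd207 and Krt10 (CPM, log axes) and the median doublet score (the share of simulated doublets among the 30 nearest neighbors, axis from 0 to 1) in Epcam+/Cd48+ cells, Ly6g6c+ cells and, except for Cd207, keratinocytes. Each point is 1 of the 12 mice, colored by sex and diet, and Krt10 in Ly6g6c+ cells lies near its level in keratinocytes in males and above that in Epcam+/Cd48+ cells in every mouse.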

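Another subcluster of the male LC-like cells, with 41 cells, was named for Cenpe (ENSMUSG00000045328, chromosome 3, 135212537 to 135273611), which stood at 171 CPM there and at 2.98 CPM in the Epcam+/Cd48+ cells. Mki67 was at 700 CPM and Top2a at 537 CPM in these cells, against 47.7 and 2.98 CPM. They made up 2.87% ± 0.462 of the LC-like cells of RD males and 3.61% ± 1.89 of those of HFD males (SD, n = 3 each; two-sided exact permutation test, p = 0.6). With the highest doublet scores removed, this difference was −0.753 percentage points. Over all LC-like cells Cenpe was at 15.3 ± 9.61 CPM on RD and 12.8 ± 6.99 CPM on HFD.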

*Cenpe*^+^ LCs (Supplemental Figure 7, A and B) suggested that a small number of LCs might undergo local cell division and proliferation (68). 

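The smallest male subcluster held 15 cells, led by Fscn1, Apol7c, Ccl17, Ccr7, Il4i1 and Ccl22. Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) reached 1962 CPM in these cells and 4.72 CPM in the Epcam+/Cd48+ cells. They made up 1.72% ± 0.914 of the LC-like cells of RD males and 0.692% ± 0.781 of those of HFD males (SD, n = 3 each; two-sided exact permutation test, p = 0.3). Their median share of simulated doublets among neighbors was 0.7, while Krt10 and Krt14 were at 283 and 47.1 CPM in them, below the 451 and 147 CPM of the Epcam+/Cd48+ cells. In the sum over LC-like cells Ccr7 was at 27.5 ± 34.1 CPM on HFD, an SD larger than the mean.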

*Ccr7*^+^ LCs represented a migratory phenotype (42, 69) (Figure 7D). 

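Lpar3 (ENSMUSG00000036832, chromosome 3, 146220963 to 146286186) was at 64.0 ± 1.25 CPM in the LC-like cells of RD males and at 105 ± 30.6 CPM in those of HFD males (SD, n = 3 each; log2 fold change 0.71, standard error 0.198, adjusted p = 0.985, edgeR). It passed the threshold over all genes without the filter on low counts, with a log2 fold change of 0.71. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was at 142 ± 55.3 and 179 ± 67.8 CPM on RD and HFD, and Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) at 127 ± 2.65 and 123 ± 15.8 CPM, both within the spread between mice. Ccl22 (ENSMUSG00000031779, chromosome 8, 94745590 to 94751699) was at 273 ± 152 CPM on RD and 217 ± 93.1 CPM on HFD. It stood at 12996 CPM in the 15 Ccr7+ cells and at 165 CPM in the Epcam+/Cd48+ cells, so that its sum moves with a few cells. Its log2 fold change of −0.32 lay between −0.71 and 0.23 when each mouse was left out. Ramp1 (ENSMUSG00000034353, chromosome 1, 91179822 to 91225196) was at 117 ± 30.6 CPM on RD and 96.5 ± 37.4 CPM on HFD in males (log2 fold change −0.27, standard error 0.254, adjusted p = 0.987). In females it was at 21.9 ± 5.00 and 39.4 ± 17.1 CPM (log2 fold change 0.82, standard error 0.283, adjusted p = 0.361).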

We also detected the transcripts of *Tnfa*, *Tgfb1,* *Ccl22* (Supplemental Figure 7, A and B), and *Lpar3*, markers of nonpeptidergic nociceptors type 1 (NP1) (70, 71), which were upregulated in HFD (Figure 7F), as well as *Ramp1*, coreceptor of calcitonin gene-related peptide receptor (CGRP) (72) (Figure 7G). HFD LCs subtypes also expressed high levels of axonal guidance molecules such as *Plxnb2* and *Plxna1* (Figure 7, I and J). Moreover, we found that inflammatory mediators, specifically IL-18 (Figure 7H) and the chemokine *Ccl2*, were upregulated in HFD LCs (Figure 7, K and L). 

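In the Epcam+/Cd48+ cells of males, Plxnb2 was at 40.1 ± 11.3 CPM on RD and 59.5 ± 11.6 CPM on HFD, and Plxna1 at 52.7 ± 9.87 and 74.6 ± 3.26 CPM (SD, n = 3 each). Pooled over diets, Plxnb2 was at 38.1 CPM in the Cenpe+ cells and 62.8 CPM in the Ccr7+ cells, and Plxna1 at 41.9 and 15.7 CPM, but these subclusters hold too few cells for values per mouse. Ly6g6c+ cells held 51.3 CPM of Plxnb2 and 25.5 CPM of Plxna1. Of all keratinocytes of males, Plxna1 was at 13.3 CPM on RD and 11.4 CPM on HFD, below the LC-like cells.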

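Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) was at 106 ± 4.33 CPM in the LC-like cells of RD males and at 130 ± 30.9 CPM in those of HFD males (SD, n = 3 each; log2 fold change 0.29, standard error 0.175, adjusted p = 0.985, edgeR), with 0.08 to 0.41 when each mouse was left out in turn. Terminally differentiated keratinocytes held 787 CPM of Il18, and keratinocytes as a whole 69.0 ± 1.84 CPM on RD and 90.9 ± 8.43 CPM on HFD. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was at 81.6 ± 45.7 CPM in RD males and 52.8 ± 2.88 CPM in HFD males, from 332 and 180 UMIs. This log2 fold change of −0.58 (standard error 0.375) had an adjusted p of 0.985 and lay between −1.03 and −0.26 when each mouse was left out, the lowest of these without RD replicate 2, the RD male with the lowest level. Within the Epcam+/Cd48+ cells Ccl2 was at 67.3 ± 33.6 CPM on RD and 55.2 ± 4.56 CPM on HFD. In all keratinocytes of males it was at 30.3 ± 10.7 and 43.9 ± 6.93 CPM, with 89.3 CPM in basal cells. Free RNA, at the share measured from keratins, would give at most 0.901 CPM of Ccl2 in male Epcam+/Cd48+ cells. Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) was at 171 ± 99.3 and 123 ± 57.4 CPM.

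**Figure D2:**
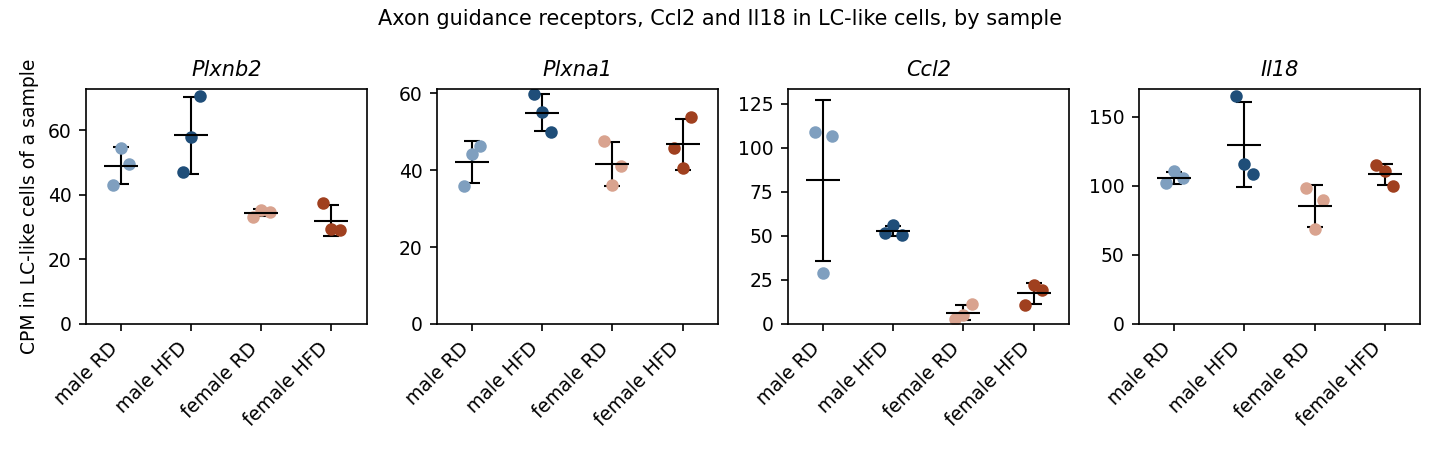
Levels of Plxnb2, Plxna1, Ccl2 and Il18 (vertical axes, CPM from 0) in the summed LC-like cells of each of the 12 mice, grouped by sex and diet on the horizontal axis, with points for mice and bars for the mean and SD of 3 mice. For Ccl2, RD male replicate 2 lies at 28.9 CPM, below the HFD males, and the other RD males lie above them.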

Notably, these inflammatory mediators, especially CCL2, have been implicated in mediating neuropathic pain (73, 74).

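The 2117 LC-like cells of females also formed 4 subclusters at a resolution of 0.1, with 1730 Epcam+/Cd48+ cells, 308 Ly6g6c+ cells, 41 Ccr7+ cells and 38 Cenpe+ cells. Ly6g6c+ cells made up 14.8% ± 4.17 of the LC-like cells of RD females and 14.4% ± 1.95 of those of HFD females (SD, n = 3 each; two-sided exact permutation test, p = 0.9). In these cells Krt10 was at 8271 CPM against 221 CPM in the Epcam+/Cd48+ cells, and the median share of simulated doublets among neighbors was 0.933. The mixture of Epcam+/Cd48+ cells and keratinocytes placed 99.9% of 3371 genes within 2-fold of their level in the female Ly6g6c+ cells. Cd207 was at 4984 CPM in Epcam+/Cd48+, 1617 CPM in Ly6g6c+, 1627 CPM in Ccr7+ and 3603 CPM in Cenpe+ cells of females. In 1 clustering of both sexes together, no Cenpe+ subcluster separated in females.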

In female LCs, we identified 4 subtypes: (a) *Epcam*^+^*/Cd48*^+^ LCs, (b) *Ly6g6c* ^+^ LCs, (c) *Ccr7*^+^ LCs, and (d) *Cenpe*^+^ LCs, which are similar to the subtypes found in males (Supplemental Figure 7, C and D). However, axonal guidance molecules such as Plxnb2 and Plxna1, as well as the chemokine CCL2, were not detected (Supplemental Figure 7E). This indicates that female LCs may interact with sensory fibers through different mechanisms.

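In the LC-like cells of females, Plxnb2 was at 34.4 ± 1.16 CPM on RD and 32.0 ± 4.73 CPM on HFD (SD, n = 3 each; log2 fold change −0.10, standard error 0.139, adjusted p = 0.862, edgeR). Plxna1 was at 41.6 ± 5.67 and 46.7 ± 6.68 CPM (log2 fold change 0.15, standard error 0.143, adjusted p = 0.793). Ccl2 was at 6.32 ± 4.19 CPM on RD, from 63 UMIs, and 17.4 ± 6.09 CPM on HFD, from 158 UMIs (log2 fold change 1.34, standard error 0.404, adjusted p = 0.290). Of these UMIs, 43 on RD and 111 on HFD were in the Ly6g6c+ cells, which also carried keratinocyte transcripts. The Epcam+/Cd48+ cells held 20 and 45, at 3.62 ± 0.284 CPM on RD and 8.52 ± 4.96 CPM on HFD (SD, n = 3 each). Without the filter on low counts Ccl2 passed the threshold in females with a log2 fold change of 1.32. In Epcam+/Cd48+ cells alone, the pooled levels were 32.3 CPM for Plxnb2, 53.8 CPM for Plxna1 and 5.84 CPM for Ccl2. Free RNA would give at most 0.888, 0.449 and 0.330 CPM of these genes in those cells. The diet effect in males minus that in females was 0.37 for Plxnb2 (standard error 0.226, adjusted p = 0.955), 0.23 for Plxna1 (standard error 0.228, adjusted p = 0.975) and −1.91 for Ccl2 (standard error 0.650, adjusted p = 0.870). Between HFD mice, Plxnb2 was higher in males by a log2 fold change of 0.98 (adjusted p = 8.09e-04) and Ccl2 by 1.74 (adjusted p = 1.77e-04), in libraries that also differ in their processing, and for Plxna1 the value was 0.34 (adjusted p = 0.105).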

### Ligand-receptor analysis reveals neuro-immune crosstalk via Semaphorin-plexin and chemokine pathways.

To investigate how LCs communicate with surrounding cells and nerve afferents in the epidermis, we applied 2 complementary computational platform analyses to our scRNA-seq datasets. We used CellChat (75) and the interactome analysis platform (76) to infer ligand-receptor–mediated signaling (Figure 8A). Focusing on the male dataset, CellChat indicated that both the number of inferred cell-cell communications and the strength of these interactions were increased in HFD mice compared with RD controls (Supplemental Figure 8, A and B). Pathway analysis showed dramatic differences between RD and HFD conditions, including among keratinocyte clusters with changes in the pleiotrophin (*Ptn*) or Epidermal Growth Factor (*Egf*) pathways, which are known to be upregulated in wound repair and healing (77), or in cell adhesion molecules (*Nectin*) (Figure 8B). Moreover, among pathways involved in neuronal communication, semaphorin signaling, especially *Sema6* and *Sema4* families, was differentially regulated in HFD LCs (Figure 8, C and D). 

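Sema6d (ENSMUSG00000027200, chromosome 2, 124089969 to 124667770) was at 83.5 ± 8.70 CPM in the LC-like cells of RD males and at 106 ± 11.0 CPM in those of HFD males (SD, n = 3 each; log2 fold change 0.36, standard error 0.157, adjusted p = 0.985, edgeR). Sema4d (ENSMUSG00000021451, chromosome 13, 51685529 to 51793747) was at 13.6 ± 3.11 and 9.56 ± 2.12 CPM (log2 fold change −0.48, standard error 0.331), and Sema4a (ENSMUSG00000028064, chromosome 3, 88435959 to 88461182) at 20.4 ± 5.56 and 17.6 ± 0.818 CPM. None of these 3 genes passed the threshold over all genes, and the value of Sema4a changed its sign, to 0.02, without RD replicate 3. Sema4c (ENSMUSG00000026121), at 4.66 and 6.05 CPM, and Sema6c (ENSMUSG00000038777) had too few UMIs to be tested in males. Inferred ligand-receptor communication was not analysed here.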

Integrating epidermal scRNA-seq data with DRG (57) datasets from RD and HFD revealed upregulation of Plxnb2 and Plxna1 receptors in HFD LCs, while their ligands, Sema4d and Sema6d, respectively, were expressed by HFD nonpeptidergic nociceptor type 1 (NP1) DRG neurons (Supplemental Figure 8, C–F). Further analysis of LC subclusters and NP1 DRG cells expressing *Mrgprd* indicated that communication between LCs and NP1 also relies on synaptic contact molecules, such as neurexins (*Nrxn*) (Figure 8, E–H, and Supplemental Figure 8, G–J), suggesting that LCs may establish synaptic-like contacts with sensory afferents in the epidermis. Using the interactome analysis platform (76) with LCs as the receptor component, we confirmed that these cells communicate with NP1 DRG through Sema4- and Sema6-signaling pathways (Figure 8I). In-situ RNA scope in DRG sections also confirmed the expression of *Sema4d* and *Sema6d* in NP1 *Mrgprd*^+^ DRG neurons (Supplemental Figure 8, K and L), supporting putative LC-NP1 communication through these pathways. Interestingly, when the ligand-receptor expression was inverted, LCs were predicted to interact with NP1 neurons via the chemokine CCL2 pathway (Figure 8J).

### Langerhans cells modulate nociceptive responses via CCL2-CCR2 chemokine signaling.

As key players in the innate immune response (26), LCs respond to activation by releasing proinflammatory cytokines and nitric oxide, factors that can sensitize epidermal DRG axonal afferents (18). To define how LC secretory programs are altered in PDN, we performed multiplexed proteomic profiling on sorted CD45^+^/CD207^+^ LCs from RD and HFD male mice (Figure 9A). Consistent with their immunologic function, LCs secreted TNFA, GMCSF, IL-10, and MIF (Supplemental Figure 9, A and B). Strikingly, monocyte chemoattractant protein-1 (MCP-1/CCL2) remained elevated in HFD LCs following TNFA stimulation for 24 hours (Figure 9B), confirming at the protein level that chemokine CCL2 is upregulated in HFD-associated LC dysfunction. In contrast, macrophage inflammatory protein-1β (MIP-1β/CCL4) was selectively secreted by RD LCs under the same inflammatory conditions (Figure 9C). We also identified dysregulation of platelet-derived growth factor-BB (PDGF-BB), a potent mitogenic signal, in HFD LCs (Figure 9D), highlighting broader disruption of LC secretome pathways in PDN.

Given the well-defined role of CCL2-CCR2 signaling in neuropathic pain (73, 74), we next evaluated its causal contribution to PDN. Local intraplantar administration of a selective CCR2R antagonist (CCR2RA) transiently but robustly reversed mechanical allodynia in HFD mice for approximately 2 hours (Figure 9, E and F), without affecting LC density (Supplemental Figure 9C). Together, these findings demonstrate that peripheral CCL2-CCR2 signaling is required for the development of mechanical allodynia in the HFD model of PDN and identify LCs as an essential source of this pronociceptive chemokine.

## Discussion

In this study, we identified a previously unrecognized role for epidermal LCs in PDN and defined a peripheral, chemokine-dependent neuron-immune communication pathway at the skin-nerve interface. Using a clinically relevant HFD mouse model together with analyses of skin biopsies from patients with well-characterized PDN, we showed that epidermal LCs contribute to nociceptor sensitization through sex-dependent immune programs. In male mice, LC density increased in paw epidermis in parallel with the development of mechanical hypersensitivity. In human PDN skin, LCs exhibited progressive morphological remodeling, including increased volume and dendritic complexity, which correlated with disease duration. Conditional LC depletion prevented both evoked mechanical allodynia and spontaneous pain-like behavior in male HFD mice, establishing a causal role for LCs in pain behavior. Single-cell transcriptomic, ligand-receptor, and secretome analyses revealed HFD-induced neuroimmune remodeling of male LCs, including inflammatory and axon-guidance pathways and increased secretion of the chemokine CCL2. Consistent with this mechanism, local pharmacological blockade of CCR2 attenuated mechanical allodynia. Together, these findings demonstrate that epidermal LCs can actively drive peripheral nociceptor sensitization and neuropathic pain in PDN via chemokine-dependent neuroimmune signaling.

LCs constitute approximately 2%–5% of epidermal cells and are classically recognized for their role in immune surveillance, extending dynamic dendritic processes between keratinocytes to sample antigens (25, 51, 78, 79). Beyond this sentinel function, LCs regulate innate immune responses and coordinate adaptive immune cell recruitment through cytokine and chemokine release under both physiological and pathological conditions (21, 26, 62, 80, 81). Although LCs have been implicated in several inflammatory skin disorders (26, 45, 55, 79), their contribution to PDN has not previously been explored. In contrast, the prevailing view of PDN pathogenesis has focused largely on intrinsic metabolic injury to sensory neurons and dorsal root ganglia (82). Our findings expand this framework by providing direct evidence that epidermal LCs play a critical and previously unappreciated role in mediating neuropathic pain in PDN.

To determine whether LC accumulation in the epidermis is functionally relevant to PDN, we transiently ablated LCs using a genetic diphtheria toxin receptor (DTR) strategy while monitoring pain behaviors in HFD-fed mice. Conditional DTR expression under the control of the *Cd207* (langerin) promoter enabled selective LC depletion following repeated low-dose diphtheria toxin (DT) administration (4 ng/g body weight) (36, 55). A key interpretive issue in the field is that some depletion paradigms using supramaximal DT protocols that can themselves elicit pain behavior (34). Consistent with prior reports (36, 55), the low-dose, repeated regimen we used in our study effectively reduced epidermal LC density without inducing mechanical hypersensitivity in regular diet controls. Strikingly, LC depletion selectively prevented HFD-induced mechanical allodynia and spontaneous pain-like behavior in male mice. These data argue that LCs are not simply markers of inflammatory diabetic skin but are necessary contributors to the pain phenotype. Notably, this effect was sex dependent: female mice developed metabolic dysfunction and mechanical allodynia but did not exhibit increased LC density, and CD207^+^ cell depletion did not prevent pain behavior.

To explore molecular mechanisms underlying LC-dependent neuropathic pain, we performed unbiased single-cell RNA-seq of the epidermis in male and female mice. To our knowledge, this represents the first single-cell transcriptomic analysis of epidermal immune cells in an HFD model of PDN. This approach revealed pronounced sex-specific transcriptional responses in LCs following HFD exposure, consistent with prior reports of sexually dimorphic immune contributions to neuropathic pain, particularly those described for microglia (46–48, 83). In male mice, LC transcriptional programs were enriched for inflammatory and chemokine signaling pathways, including CCL2/CCR2, as well as neuroimmune communication pathways. In contrast, female LC transcriptomes showed a distinct response to HFD, lacking the male-associated *Ccl2/Plxn* program and instead upregulating alternative genes, including ion channel transcripts. Integrated analysis of male and female datasets confirmed overlap in overall epidermal cellular composition while identifying LC-selective programs enriched in male HFD mice, including pathways related to protein translation, synaptic signaling, and chemokine biology. These findings suggest that PDN pain can be sustained by mechanistically distinct neuroimmune circuits in males versus females, consistent with broader evidence that immune contributions to pain are sex dependent (18, 46, 50, 84–86). A limitation of this study is that female-specific mechanisms underlying neuropathic pain remain undefined. Future studies will be needed to define peripheral cell types and mediators that compensate for LC-dependent mechanisms in females and to determine whether sex differences reflect divergent LC states, differences in neuron-immune connectivity, or engagement of compensatory pathways.

Among candidate mechanisms, mechanistically, our data converged on CCL2-CCR2 signaling as a major LC-linked pronociceptive pathway in male PDN mice. CCL2/CCR2 signaling has been broadly implicated in neuropathic pain (87–93) and can increase sensory neuron excitability via actions on DRG neuronal somata (74, 94–96) and peripheral terminals (97). In this study, LC secretome profiling revealed increased CCL2 release from HFD LCs under inflammatory challenge, aligning with scRNA-seq evidence of chemokine program upregulation. Moreover, local CCR2 antagonism produced a rapid, time-limited reversal of mechanical allodynia, consistent with an ongoing requirement for peripheral CCR2 signaling to maintain nociceptor sensitization in this model. These findings support a model in which HFD induces LC activation and chemokine release that acts locally at epidermal terminals and/or via DRG pathways to enhance nociceptor responsiveness, thereby promoting PDN pain.

Our findings align with and extend growing evidence that nonneuronal cells within the skin contribute to PDN pathogenesis (18, 19). While diabetes is a multifactorial disease, immune-mediated mechanisms are likely important contributing factors (19). Chronic low-grade inflammation is a defining feature of diabetes, with elevated circulating and tissue levels of IL-6, IL-2, and TNFA reported in patients (21–23), and increased dermal macrophage density observed in painful compared with nonpainful diabetic neuropathy (98). Activated LCs are known to secrete proinflammatory cytokines and mediators that can influence nociceptor excitability (18). Using high-multiplex cytokine profiling, we identified a selective inflammatory secretory profile in HFD-exposed LCs, characterized by upregulation of MCP-1/CCL2. This finding is particularly relevant given extensive evidence that CCL2-CCR2 signaling promotes pain hypersensitivity in naive rodents and contributes to neuropathic pain following nerve injury (87–93). Genetic deletion or pharmacological inhibition of CCR2 abolishes pain hypersensitivity in multiple preclinical models (85, 89). Our data extend this framework by identifying LCs as a direct source of pronociceptive chemokines, such as CCL2, which is known to modulate DRG neuron excitability (99) via receptors expressed on the cell body (74, 94–96) and on terminal afferents (97). Moreover, we demonstrated that topical intraplantar blockade of CCL2-CCR2 signaling significantly attenuates mechanical allodynia in HFD-fed mice, supporting a functional role for LC-derived CCL2 in PDN-associated nociceptor sensitization. Importantly, increased CCL2 levels have been reported in both diabetes and obesity in humans (100–102). CCL2 expression is elevated in circulating monocytes from patients with type 1 diabetes, and serum CCL2 levels are increased in type 2 diabetes, where they correlate with insulin resistance and BMI (100–104). Indirect contributions from CCR2^+^ myeloid cells cannot be fully excluded and represent a limitation of this study as well as an important area for future investigation. Nevertheless, our findings extend prior observations by identifying epidermal LCs as a local cutaneous source of CCL2 in PDN, thereby providing a mechanistic link between metabolic inflammation, skin-resident immune activation, and peripheral sensory dysfunction.

Beyond chemokines, our single-cell and interactome analyses suggested additional candidate mechanisms for LC-nociceptor communication. In males, HFD LCs upregulated axon-guidance receptors, including *Plxnb2* and *Plxna1*, and ligand-receptor inference suggested semaphorin-plexin signaling between LC populations and non-peptidergic/Mrgprd-positive nociceptors. Semaphorin-plexin pathways are established regulators of axonal patterning and structural plasticity (105–107) and modulate immune cell activation and migration (104–110). The upregulation of *Plxnb2* in LCs is notable given prior reports implicating this receptor in microglia and macrophages following nerve injury, where it contributes to pain behavior (108, 109). Thus, semaphorin-plexin signaling may couple immune activation to changes in epidermal neuroimmune architecture that favor sensitization. However, these computational inferences are inherently correlative; definitive testing will require LC-specific genetic perturbation and spatially resolved validation of pathway engagement at the epidermal nerve interface.

A long-standing paradox in PDN is the coexistence of increased pain sensitivity with loss of intraepidermal nerve fibers (IENFs) (3, 5, 54). Although reduced IENF density is widely used to diagnose small fiber neuropathy, it does not reliably distinguish painful from nonpainful diabetic neuropathy (98). Increasing evidence indicates that PDN-associated cutaneous remodeling involves dynamic degeneration and regeneration of specific nociceptor subtypes (108–111). In prior work, we showed that HFD feeding induces progressive loss of Nav1.8-positive fibers while sparing the specific subtype of the *Mrgprd*-positive fibers (57). In the present study, to test whether LC-dependent behavioral effects could be explained by altered cutaneous innervation, we generated and analyzed a *Mrgprd* eGFP–hLCDTR mouse line. In this model, CD207^+^ cell depletion again prevented HFD-induced mechanical allodynia yet did not significantly alter *Mrgprd*^+^ intraepidermal nerve fiber density at the analyzed disease stage (Supplemental Figure 3). Similarly, quantification of total PGP9.5^+^ fibers revealed only modest, nonsignificant changes following CD207^+^ cell depletion (Supplemental Figure 3). These findings indicate that CD207^+^ cell-dependent pain behaviors cannot be attributed to gross loss of *Mrgprd*^+^ fibers and support the interpretation that immune-driven sensitization can occur independently of measurable changes in fiber density. This is consistent with the broader view that PDN involves dynamic remodeling and functional dysregulation of specific nociceptor subtypes rather than denervation alone (108–111). Fully resolving this paradox will require dedicated analyses of subtype-specific remodeling and functional connectivity across disease stages.

An additional consideration is the identity and heterogeneity of CD207^+^ epidermal cells. Recent studies have raised the possibility that epidermis contains transcriptionally distinct LC subsets that could not correspond to traditional LCs (42, 110–112). Our scRNA-seq analysis identified multiple CD207^+^ subclusters, including a *Ly6g6c*-expressing population consistent with LC heterogeneity and the potential presence of monocyte-derived LC-like cells under inflammatory conditions. However, given the ongoing debate regarding whether some CD207^+^ epidermal populations represent bona fide LCs or distinct dendritic cell lineages (42, 110–112), we avoid definitive ontogenetic assignments for these subsets. Species-specific differences in epidermal immune composition and plasticity may also contribute to differences between mouse and human observations, particularly regarding LC density changes.

To enhance the translational relevance of our observations, we analyzed skin biopsies from patients with clinically characterized PDN. While LC density was not significantly altered compared with controls, 3D morphometric analysis revealed increased LC volume and dendritic complexity that correlated with diabetes duration, consistent with progressive LC remodeling in chronic disease. Because the onset of neuropathy is often difficult to define retrospectively, duration of diabetes provides a more reliable temporal reference in this cohort. We avoided causal interpretation of the reduced IENFD/LC ratio observed in PDN skin, as this metric can reflect decreased innervation in the context of stable LC density. Instead, our human biopsy analyses provide translational relevance by identifying LC morphological remodeling that correlates with disease duration in PDN. Because LC morphology is linked to activation and functional state (51, 113), increased arborization and cell volume likely reflect chronic stimulation in diabetic skin. However, interpretation is limited by cohort size, clinical heterogeneity — including variability in pain severity and sensory phenotypes (113) — and the cross-sectional nature of the sampling, which precludes causal inference. Longitudinal studies and stratification by sensory phenotype, pain severity, and metabolic control will be important to determine whether LC remodeling predicts pain trajectories or treatment response and whether LC-derived chemokines associate with clinical outcomes.

In summary, our studies have identified epidermal LCs as essential regulators of neuropathic pain behavior in male PDN through chemokine-dependent neuroimmune signaling and reveal sex differences in LC contribution to disease. By integrating functional genetics, single-cell transcriptomics, computational interactomes, and pharmacological validation, we provide convergent evidence that skin-resident immune cells can shape nociceptor dysfunction independently of overt nerve loss. The superficial localization and accessibility of LCs, together with the efficacy of local CCR2 blockade, highlight the skin as a promising target for peripherally acting, immunomodulatory strategies for PDN and other painful neuropathies that might share similar mechanisms. More broadly, these findings support a framework in which immune cells within barrier tissues can actively instruct chronic pain states.

## Methods

### Sex as a biological variable.

Both male and female mice were included, and human biopsy data included both male and female patients with PDN and sex-matched individuals who were healthy controls. Sex was considered a biological variable, and sex-dependent differences were identified and analyzed.

### Animals.

Animals were housed on a 12-hour light/12-hour dark cycle with ad libitum access to food and water. Adult wild-type male and female mice between 6 and 8 weeks were adopted for most of the experiments. Both male and female were fed a high-fat diet (HFD 42% fat - EnvigoTD88137, Envigo, Madison, WI) or a regular diet (RD 11% fat) for 10 weeks and then a glucose tolerance test was performed as first described in Menichella et al. 2016 (41).

### Skin biopsies.

All subjects underwent clinical examination, skin biopsy and gave informed consent to participate in the study. For the present study, 15 patients with diabetic neuropathy (7 females and 8 males) and 9 healthy controls (4 females and 5 males) were enrolled. Clinical features were collected using an established protocol previously described (114). Pain intensity was measured as the average score of the last 3 weeks using the pain intensity numerical rating scale (PI-NRS).

Expanded methods and further information may be found in Supplemental Materials.

### Statistics.

All statistical analyses was performed using R studio (2023.12.0+369) or GraphPad Prism (10.0.3). A Shapiro-Wilk test was applied to assess normality. For comparisons between 2 groups, a 2-tailed student’s *t* test was applied, and, where applicable, adjustments for multiple testing were made and reported in figure legends. For comparisons involving more than 2 groups, 2-sided 1-way or 2-way ANOVA was performed, followed by post-hoc multiple comparison testing, as reported in figures legends. For longitudinal behavioral data involving repeated measurements within the same animal or cell condition, repeated measures ANOVA was applied. Pearson correlation analysis was performed to assess the correlation between variables and the correlation coefficient (*r*) and p value were reported within the graphs. Quantification of LCs density, RNAscope, and behavioral tests were performed in double-blind manner. All values are expressed as the mean ± SEM, and a *P* value of less than 0.05 was considered statistically significant.

### Study approval.

This research complies with all relevant ethical regulations.

All animal care protocols and experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Northwestern University.

Human tissues were collected from healthy volunteers and patients and the study was approved by the local Ethical Committee of the Fondazione IRCCS Istituto Neurologico ‘Carlo Besta’ of Milan (FINCB), Italy. Additional information may be found in Supplemental Materials.

### Data availability.

All data presented in this study are included in the main text and Supplemental figures. The scRNA-seq data generated from paw epidermis of male and female RD and HFD mice have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE327170 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE327170). All data underlying the graphs are provided in the Supporting Data Values file.

## Author contributions

PP performed scRNA-seq data analysis, pain behavioral studies, immunofluorescence staining of whole-mount and skin sections, LCs’ isolation, sorting and cytokine assay, statistical analysis and figures. DG performed scRNA-seq of paw epidermis. DNDJ performed von Frey behavioral studies, testing for diabetes, RNAscope in situ hybridization, LCs quantification. DR performed epidermal cell cultures, mouse breeding and administration of HFD. JSCD performed epidermal cell cultures. SV performed supplemental transcriptomic data analysis. AAB and ASP assisted with feedback on the manuscript. MA, RL, and DC performed the immunofluorescence staining and analysis of human skin samples. DC performed the morphometric analysis. GD enrolled and characterized PDN patients and controls. GLP supervised the analysis of human skin data. DMM supervised the project and provided fundings. DMM and PP drafted and edited the manuscript. DMM and RJM reviewed the manuscript. All authors read and approved the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH R01 NS104295-01
- NIH HEAL initiative supplement R01 NS104295-01 (DMM),
- NIH R01 AR077691-01 (DMM and RJM).

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
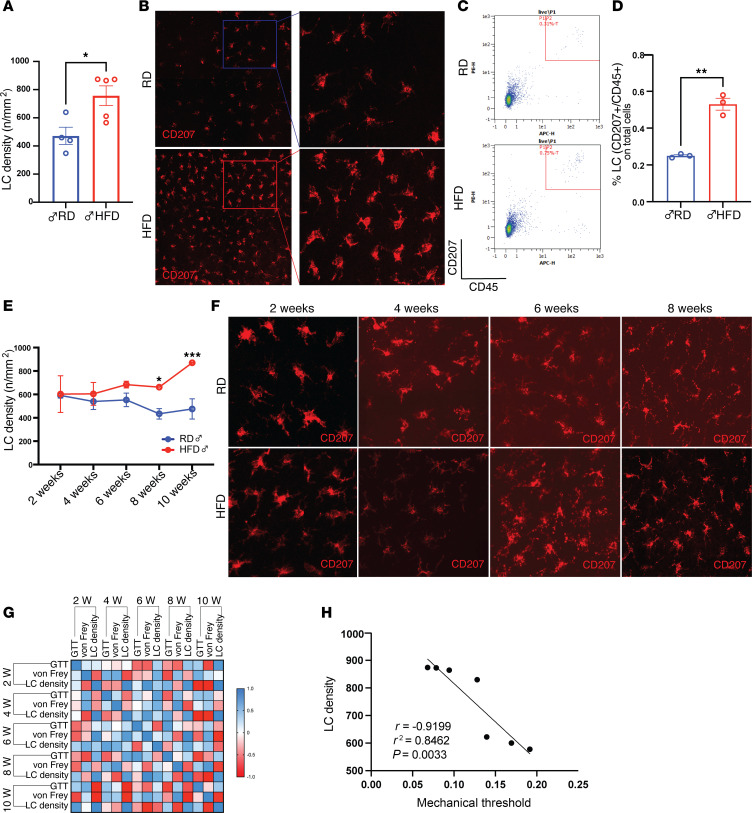
Increased LC density in HFD male mice. (**A** and **B**) Quantification of LC density (number of LCs/mm^2^) in RD and HFD male mice at 10 weeks (10w) (**A**) and representative images (**B**). *n =* 4 animals for RD and *n =* 5 animals for HFD. *n =* 3 sections per animal were acquired and CD207^+^ cells per 0.04 mm^2^ per section area were counted. Unpaired 2-tailed *t* test with Welch’s correction *P = 0.0176. (**C**) MACSQuant Tyto cell sorting of CD207^+^/CD45^+^ gated cells from single cells paw epidermis suspension. PE-CD207 and APC-CD45 antibodies were used to colabel LCs. (**D**) Graph shows the average percentage from 3 replicates of CD207^+^/CD45^+^-sorted cells in RD and HFD. Unpaired 2-tailed t test **P = 0.0010. *n =* 4 animals per diet condition per each replicate. (**E**) Time-course experiment of LC density at 2, 4, 6, 8, and 10w show the progressive increase of LC in HFD. Phenotypic characterization of HFD mice at 2, 4, 6, 8, and 10w obtained from published data (38). Two-way ANOVA for multiple comparisons. Between RD and HFD: 8w *P = 0.0216. 10w **P = 0.0014. Within HFD: 2w versus 10w *P =* 0.0111; 4w versus 10w *P =* 0.0116; 6w versus 10w *P =* 0.0486; 8w versus 10w *P =* 0.0469. 2w: *n =* 3 animals for both RD and HFD. 4w: *n =* 3 animals for both RD and HFD. 6w: *n =* 3 animals for RD and *n =* 4 for HFD. 8w: *n =* 4 animals for RD and *n =* 3 for HFD. 10w: *n =* 4 animals for RD and *n =* 3 for HFD. (**F**) Representative images of LCs CD207^+^ in epidermal sheets of RD and HFD mice at different time points. (**G**) Correlation matrix of HFD male features at different time points (2, 4, 6, 8, 10w) including Glucose Tolerance Test (GTT), mechanical allodynia (vonFrey) and LC density. Red squares indicate negative correlations. 10w vonFrey-LCs: Pearson *r* = –0.9199, *P =* 0.003. (**H**) Negative correlation between LC density and mechanical threshold measured with vonFrey test in 10w HFD mice. Pearson *r* coefficient –0.9199; *r*^2^ = 0.8462; *P* = 0.0033.

**Figure 2:**
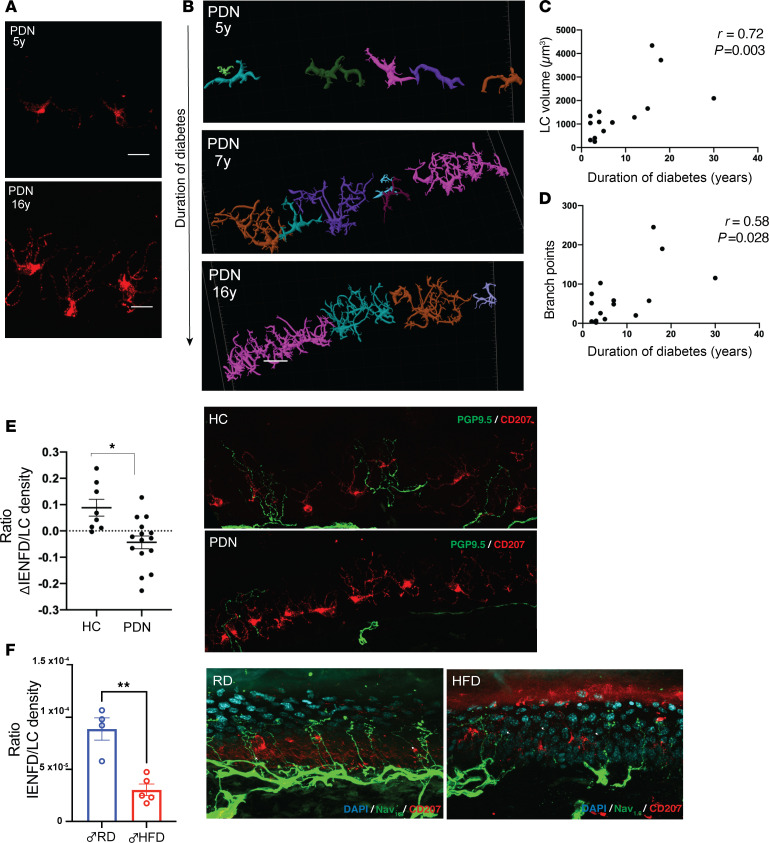
LC morphological analysis in patients with PDN. (**A**) representative images of LCs of patients suffering for diabetes for 5 (left panel) and 16 years (right panel). Scale bar: 15 μm. (**B**) 3D reconstruction of LCs. (**C**) Scatter correlation plots between LCs volume and duration of diabetes. Spearmann correlation *r* = 0.72, *P =* 0.003. (**D**) Scatter correlation plots of number of branch points and duration of diabetes. Spearmann correlation *r* = 0.58, *P =* 0.028. (**E**) ratio between the denervation (IENFD), calculated as deviation of the participants IENFD from the normative value corrected for age and sex, and LC density in healthy participants or patients with PDN. Mann-Whitney U test. *P < 0.05. Middle lines of the plots represent the mean value, while whiskers are SEM. Right panels show representative confocal micrographs of epidermal nerve fibers PGP 9.5^+^ (green) and LCs CD207^+^ (red) in skin sections of healthy participants and patients with PDN. Scale bar: 50 mm. (**F**) Ratio between intraepidermal nerve fibers density and LC density is significantly decreased in HFD male mice. Unpaired 2-tailed *t* test with Welch’s correction **P = 0.0066. Right panels. Representative confocal images (low-magnification) of nociceptive fibers Nav1.8-positive (green) and LCs CD207^+^ (red) in skin sections of RD and HFD male mice.

**Figure 3:**
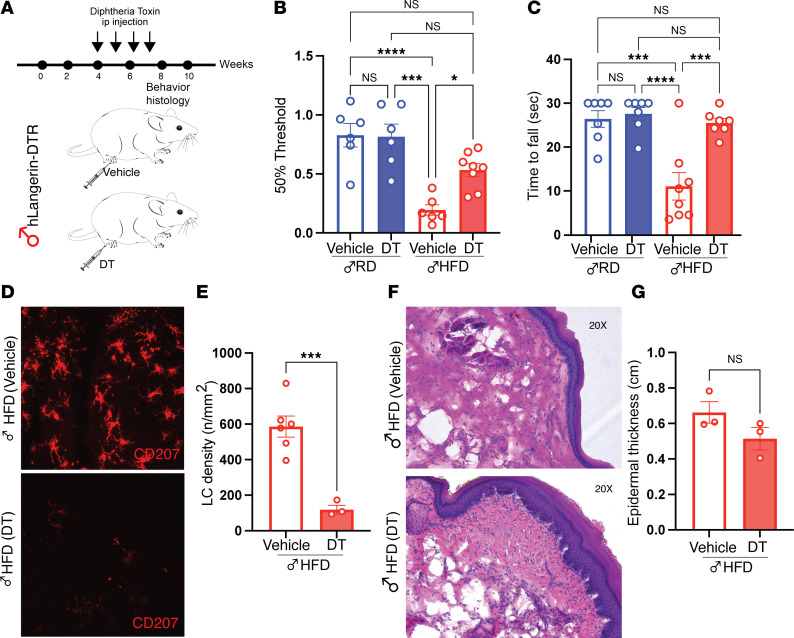
LCs mediate mechanical allodynia and spontaneous pain in HFD. (**A**) Timeline of diphtheria-toxin ablation strategy in hLC-DTR HFD male mice. (**B**) Response to evoked mechanical stimuli threshold. von Frey test shows the recovery of mechanical allodynia in HFD DT-ablated mice. One-way ANOVA for multiple comparison: RD (vehicle) versus HFD (vehicle) ****P < 0.0001; RD (vehicle) versus RD (DT) *P =* 0.9995 (ns); RD (vehicle) versus HFD (DT) *P =* 0.0514 (ns); HFD (vehicle) versus HFD (DT) *P = 0.0213; HFD (vehicle) versus RD (DT) ***P = 0.0001; HFD (DT) versus RD (DT) *P =* 0.0658 (ns). RD (vehicle) *n =* 6; RD (DT) *n =* 6; HFD (vehicle): *n =* 6 HFD (DT): *n =* 8. (**C**) Spontaneous pain behavior measured as time to fall (seconds) is fully recovered by DT-ablation in HFD. One-way ANOVA for multiple comparison: RD (vehicle) versus HFD (vehicle) ***P = 0.0001; RD (vehicle) versus RD (DT) *P =* 0.9824 (ns); RD (vehicle) versus HFD (DT) *P =* 0.9907 (ns); HFD (vehicle) versus HFD (DT) ***P = 0.0003; HFD (vehicle) versus RD (DT) ****P < 0.0001; HFD (DT) versus RD (DT) *P =* 0.9088 (ns). RD (vehicle) *n =* 7; RD (DT) *n =* 7; HFD (vehicle): *n =* 8 HFD (DT): *n =* 7. (**D**) Representative confocal images of paw epidermal sheets of HFD male mice injected with vehicle (0.9% NaCl) or DT 4n g/gr body weight. (**E**) LC density measured as number of CD207^+^ cells/area. Unpaired 2-tailed *t* test with Welch’s correction ***P = 0.0003. HFD (vehicle): *n =* 4. HFD (DT): *n =* 3. (**F**) Representative images of H&E (low-magnification) labeled skin sections of HFD male mice vehicle- and DT- injected. (**G**) quantification of epidermal thickness in HFD mice vehicle- and DT- injected. Unpaired 2-tailed *t* test with Welch’s correction *P =* 0.1681 (ns).

**Figure 4:**
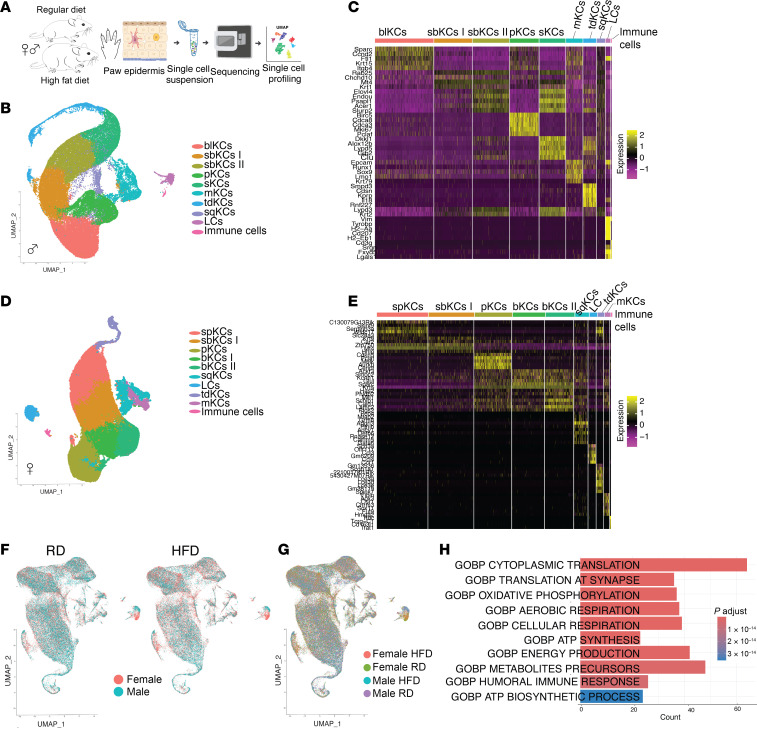
scRNA-seq of paw epidermis of RD and HFD male and female mice. (**A**) Schematic workflow of scRNA-seq of paw epidermis of RD and HFD male and female mice. (**B**) UMAP plot visualization of all 10 clusters identified in scRNA-seq data of RD and HFD male paw epidermis. (**C**) Heatmap of top 5 differentially expressed genes in each cluster. (**D**) UMAP dimensionality reduction of RD and HFD scRNA-seq paw epidermis of female mice shows 10 distinct clusters identified by the expression of differentially expressed genes (DEGs). (**E**) Heatmap of top 5 DEGs expressed in each cluster. (**F** and **G**) UMAP dimensionality reduction of integration analysis of RD and HFD both male and female scRNA-seq datasets using anchor-based CCA integration. (**H**) Enrichment pathways analysis using EnrichR comparing HFD LCs in male and female datasets.

**Figure 5:**
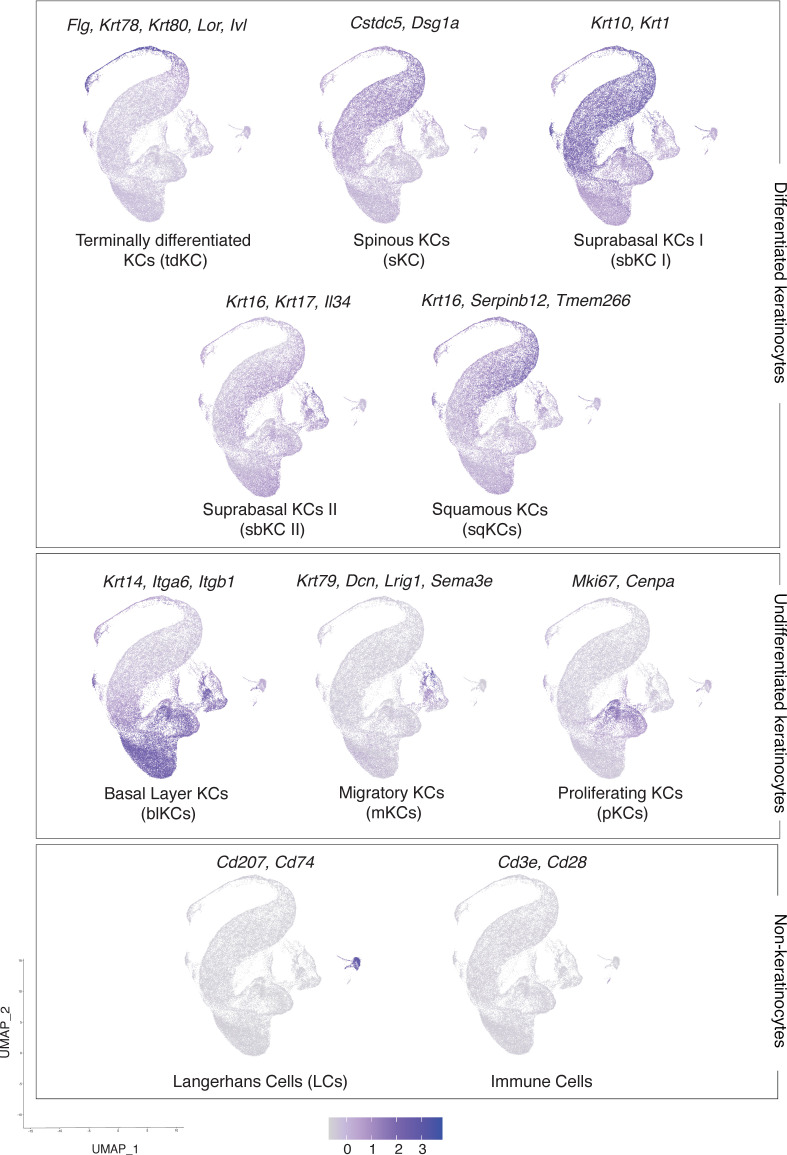
Profiling of epidermal cell clusters. Feature plot of the most representative gene markers used to identify each epidermal cluster. Terminally differentiated Keratinocytes (tdKCs) identified by *Flg*, *Krt78, Krt80, Lor,* and *Ivl*. Spinous Keratinocytes (sKCs) identified by *Cstdc5* and *Dsg1a*. Suprabasl keratinocytes type I (sbKCs I) identified by *Krt10* and *Krt1*. Suprabasal Keratinocytes type II (sbKCs II) identified by *Krt16, Krt17,* and *Il34*. Squamous Keratinocytes (sqKCs) identified by *Krt16*, *Serpinb12,* and *Tmem266*. Basal Layer Keratinocytes (blKCs) identified by *Krt14, Itga6,* and *Itgb1*. Migratory Keratinocytes (mKCs) identified by *Krt79, Dcn, Lrig1* and *Sema3e*. Proliferating Keratinocytes (pKCs) identified by *Mki67* and *Cenpe*. Nonkeratinocyte cells LCs identified by *Cd207* and *Cd74*; Immune Cells identified by *Cd3e* and *Cd28*.

**Figure 6:**
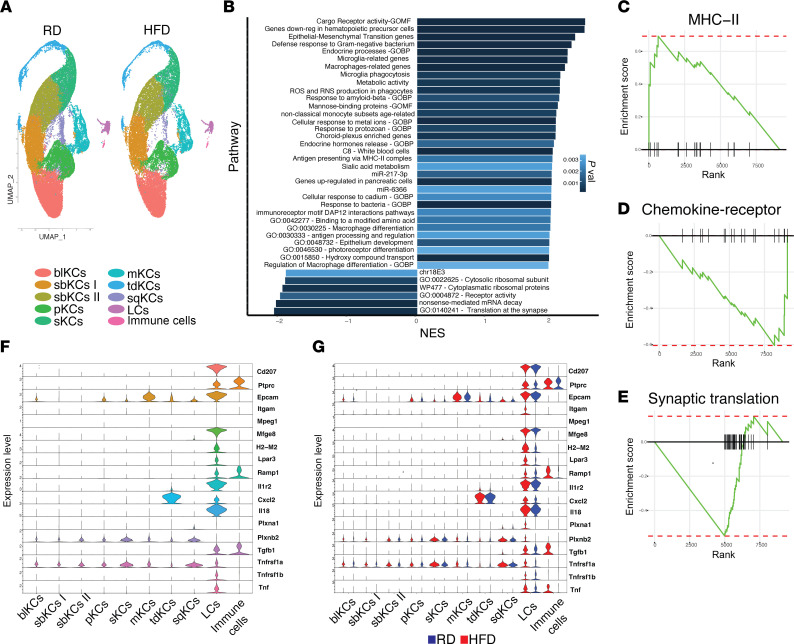
GSEA of LC cluster. (**A**) UMAP plots of the scRNA-seq of the 2 diet conditions, RD and HFD. (**B**) Plot shows GSEA of Langerhans cells cluster identifies enriched sets of genes with positive and negative NES value (|NES| > 1.88). (**C**–**E**) examples of major enriched pathways with positive NES showing the enrichment in MHC-II–related genes (**C**) and negative NES (**D**–**E**. Statistics were derived using the fgsea package in R. Adjusted *P* value results from Benjamini-Hochberg correction. (**F** and **G**) Stacked violin plot showing the expression of genes implicated in axonal guidance, such as *Plxna1* and *Plxnb2*, and inflammatory response. Combined (**F**) and split (**G**) by diet conditions gene expression (RD, blue; HFD, red).

**Figure 7:**
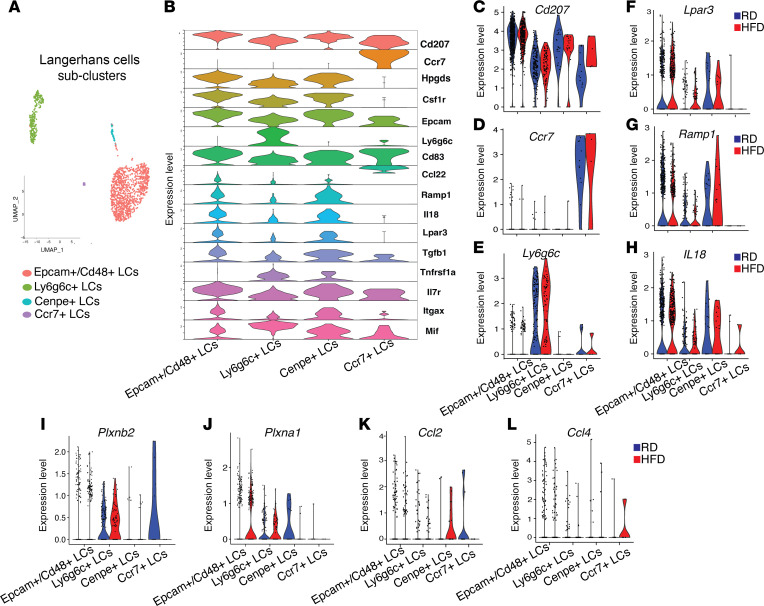
LC subclustering analysis and gene expression profiles. (**A**) UMAP plots of the LC subclustering showing 4 distinct groups. (**B**) Stacked violin plot of marker genes adopted to identify LC subclusters. (**C**–**H**) ViolinPlot showing the expression of *Cd207* (**C**), *Ccr7* (**D**), *Ly6g6c* **E**), *Lpar3* (**F**), *Ramp1* (**G**) and *IL18* (**H**) in LCs subclusters. (**I**–**L**) ViolinPlots show the expression and distribution of plexins molecules *Plxnb2* (**I**) and *Plxna1* (**J**) and chemokine molecules (**K**) *Mcp1/Ccl2* and (**L**) *Mip-1b/Ccl4* in LC subclusters.

**Figure 8:**
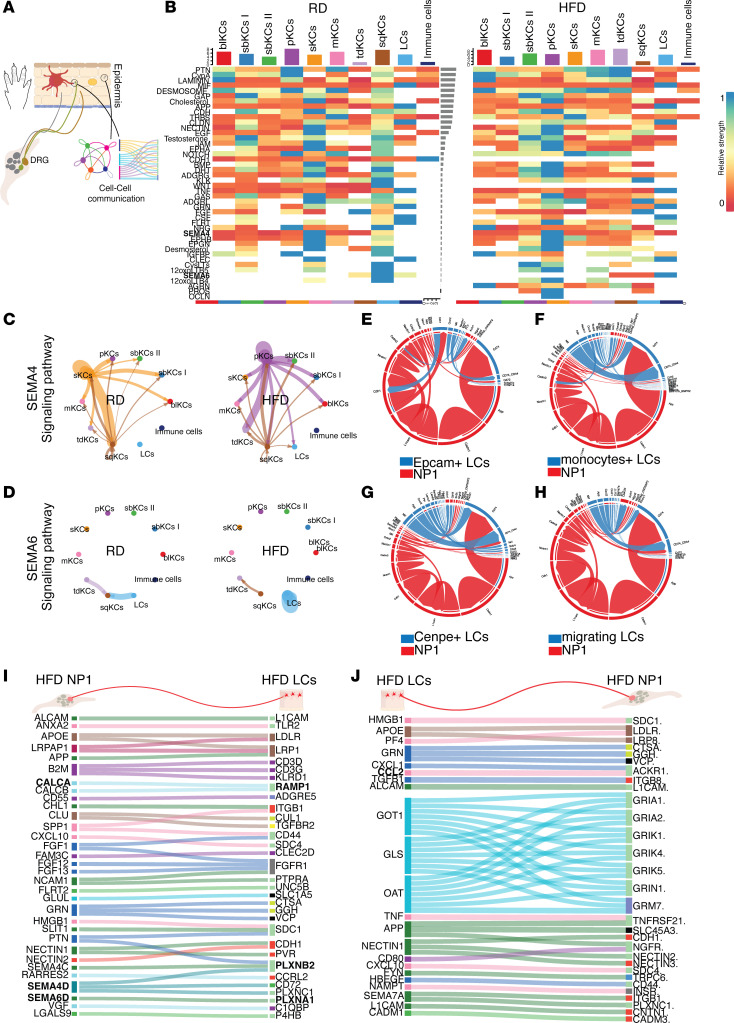
Cell-cell communication between LCs and DRG sensory neurons. (**A**) Schematic cartoon of cell-cell ligand-receptor network analysis performed using CellChat and Interactome analysis platforms (**B**) Comparison of cell-cell communication between RD and HFD using Heatmap plot. Highlighted in bold *Sema4* and *Sema6* signaling pathways (**C** and **D**) Circle plots show *Sema4* and *Sema6* signaling pathways in RD and HFD. (**E**–**H**) Chord grams of integrated analysis of HFD LC subclusters and HFD NP1 DRG. (**I** and **J**) interactome analysis platform to explore the communication between HFD LC cluster and HFD NP1 DRG.

**Figure 9:**
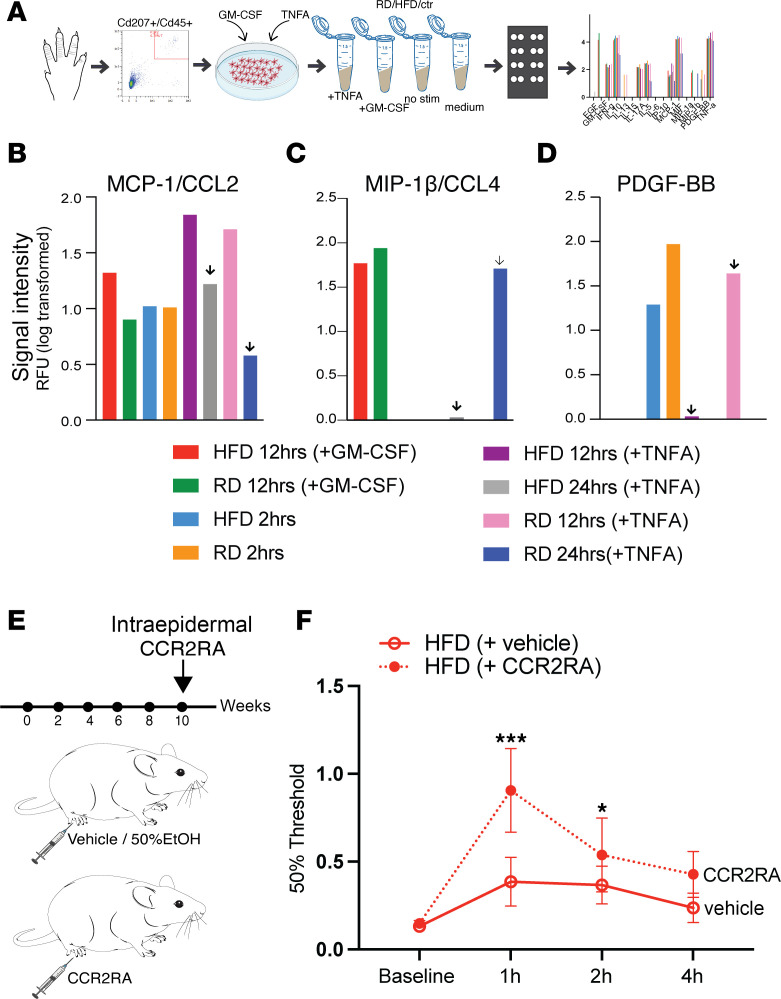
High-multiplexing cytokine profile of LCs in RD and HFD. (**A**) Representative workflow of cytokine profile assay (**B**–**D**) Barplots show inflammatory molecules detected in the multiplexed proteomic profiling. Black arrows indicate differences for diet and treatment condition. (**E** and **F**) Intraplantar injection of CCR2RA improves mechanical allodynia in HFD male mice. Mixed effects analysis for multiple comparisons HFD +CCR2RA: baseline versus 1h ***P = 0.0001, baseline versus 2h *P = 0.0176 HFD vehicle *n =* 6, HFD CCR2RA *n =* 8.

**Table 1:**
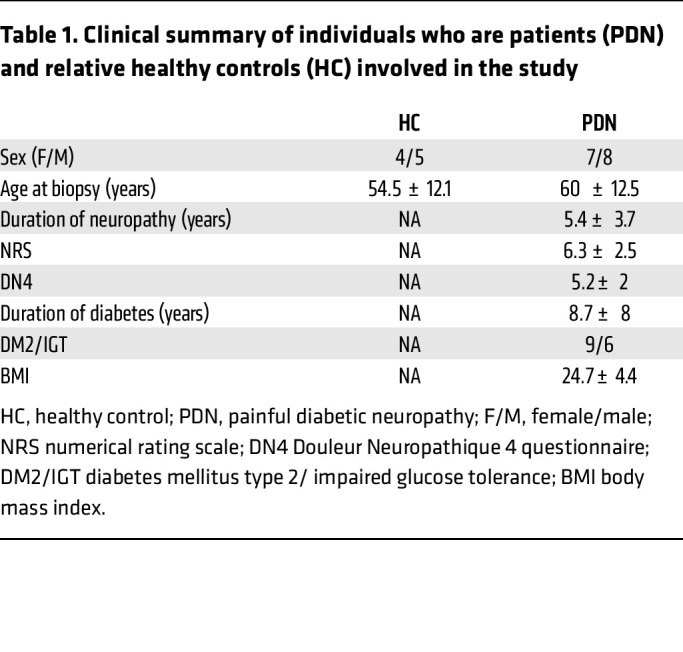
Clinical summary of individuals who are patients (PDN) and relative healthy controls (HC) involved in the study

# Supplementary material for: Skin-resident Langerhans cells drive neuropathic pain via chemokine-dependent neuron-immune communication
**Source:** J Clin Invest. 2026 Apr 30;136(12):e192328. doi: 10.1172/JCI192328
**Supplement:** Supplemental data

**Skin-Resident Langerhans Cells Drive Neuropathic Pain via Chemokine-Dependent Neuron–Immune Communication.**

<sup>1</sup>Paola Pacifico, <sup>2</sup>Dale George, <sup>1</sup>Nirupa D. Jayaraj, <sup>3</sup>Dongjun Ren, <sup>1</sup>James S. Coy-Dibley, <sup>3</sup>Abdelhak A. Belmadani, <sup>1</sup>Sofia Veronesi, <sup>4</sup>Mirna Andelic, <sup>4</sup>Daniele Cartelli, <sup>4</sup>Grazia Devigili, <sup>4</sup>Raffaella Lombardi, <sup>4,5</sup>Giuseppe Lauria Pinter, <sup>6</sup>Amy S. Paller, <sup>3</sup>Richard J. Miller, <sup>1,3\*</sup>Daniela M. Menichella.

All authors declare that they have no conflicting interests.

## SUPPLEMENTAL MATERIALS

### METHODS

#### Sex as a biological variable

Both male and female mice were included, and human biopsy data included both male and female PDN patients and sex-matched healthy controls. Sex was considered a biological variable, and sex-dependent differences were identified and analyzed.

#### Animals

Animals were housed on a 12-hour light/12-hour dark cycle with ad libitum access to food and water. Adult wild-type male and female mice between 6 and 8 weeks were adopted for most of the experiments. Both male and female were fed a high-fat diet (HFD 42% fat - EnvigoTD88137, Envigo, Madison, WI) or a regular diet (RD 11% fat) for 10 weeks and then a glucose tolerance test (GTT) was performed as first described in Menichella et al. 2016(1). After fasting, mice were injected with a 45% D-glucose solution (2mg glucose/g body weight) and blood glucose was measured at 30, 60, and 120 minutes after injection. To compare “diabetic” versus “non-diabetic” HFD mice, we set the cutoff for diabetes  $\geq 140$  mg/dl for male mice(2) and  $\geq 130$  mg/dl for female mice at 2 SD above the mean for glucose 120 minutes after glucose challenge. In addition to wild-type mice (C57BL/6J), we used the humanized Langerin-diphtheria toxin receptor mouse line(3) (h*Langerin*-DTR - C57BL/6J), kindly provided by D. Kaplan at Pittsburg University, and the reporter Nav1.8-dtTomato mouse line, previously described in Jayaraj et al., 2018(2). Additionally, we generated a double transgenic mouse line by crossing C57BL/6J *Mrgprd*-eGFP mouse line(4) with hLC-DTR mice (*MrgprdeGFP*-hLCDTR)

## **Skin biopsies**

All subjects underwent clinical examination, skin biopsy and gave informed consent to participate in the study. For the present study, 15 patients with diabetic neuropathy (7 females and 8 males) and 9 healthy controls (4 females and 5 males) were enrolled. Clinical features were collected using an established protocol previously described(5). Pain intensity was measured as the average score of the last 3 weeks using the pain intensity numerical rating scale (PI-NRS).

## **Single-cell dissociation from paw epidermis**

Glabrous hind paw skin was harvested from the mouse and incubated in Dispase (2.3 mg/ml, Sigma-Aldrich D4693) overnight at 4C. The following day, the epidermis was gently peeled off from the dermis and incubated in TrypLE Express (Gibco 12604-013) for 10 minutes at 37C. Single cells were dissociated using gentle agitation, filtered with a 30 µm cell strainer into a sterile tube and then resuspended in 154CF epidermal medium (Gibco M154CF500) or in RPMI 1640 (Gibco 11875093)

## **Cell sorting and primary culture of epidermal LCs.**

Single cells isolated from the paw epidermis and collected in RPMI 1640 were centrifuged at 300g for 5 minutes at 4C. The cell pellet was resuspended in FACS buffer (1% BSA in 1xPBS). LCs were selectively labeled using PE anti-human CD207 1:100 (Biolegend, 352203) and APC anti-mouse CD45 1:100 (Biolegend, 103111) for 2hours at 4C in the dark. After staining, the single cells suspension was washed three times with 1xPBS and resuspended in fresh 1XPBS. Given the fragile nature of LCs, the MACSQuant® Tyto® Cell Sorter was used to sort and collect double-positive cells. Aseptic cartridges were

employed to load the cells, and only double positive cells CD207<sup>+</sup>/CD45<sup>+</sup> were collected in the middle compartment of the cartridge and subsequently recovered.

The sorted CD207<sup>+</sup>/CD45<sup>+</sup> LCs were resuspended in RPMI 1640 enriched with L-glutamine and 2-Mercaptoethanol (2-ME) and plated onto IgG-coated surfaces(6). The plated cells were then stimulated with recombinant mouse TNFA (R&D, 410-MT) at a final concentration of 125U/mL and recombinant mouse GM-CSF (R&D, 415-ML) at a final concentration of 500U/mL. 50 µL of medium from both stimulated and un-stimulated LCs derived from RD and HFD mice was collected at various time point and stored at -80C for subsequent analysis.

#### **Immunohistochemistry**

**Whole-mount staining.** Glabrous hind paw skin was harvested from the mouse and incubated in Dispase (2.3 mg/ml, Sigma-Aldrich D4693) overnight at 4C. The following day, the epidermis was gently separated from the dermis. The isolated paw epidermis was fixed with 4% PFA for 30 minutes at room temperature. After fixation, tissues were washed thoroughly with 1XPBS, and the whole tissue was divided in smaller pieces. Only the central area of the hind paw including footpads was processed for histological analysis. The tissue was first permeabilized with 0.2% Triton X-100 in PBS for 15 minutes, and then incubated in a blocking solution containing 10% NDS - 0.1% BSA in 0.1% Triton X-100-PBS for 1hour at room temperature. The tissue was then incubated with APC anti-mouse/human Cd207 1:100 (Biolegend, 4C7) overnight at 4C and images were acquired using a confocal fluorescence microscope.

**Skin sections.** Glabrous hind paw skin was harvested from the mouse, fixed with 4% PFA for 90 minutes at room temperature, and then stored in 30% sucrose overnight at

4C. The following day, tissue was included in O.C.T. and stored at -80C. 20um cryosections, placed on superfrost plus slides (Thermo Fisher Scientific), were stained with anti-K14 1:500 (906004, Biolegend), anti-PGP9.5 1:100 (SAB4503057), anti-K10 1:500 (Ep1607ihcy, Abcam) and anti-CD207 1:100 (4C7, Biolegend). Secondary antibodies Alexa Fluor 488 goat anti-rabbit antibody (Invitrogen, Thermo Fisher Scientific, 1:250), was used.

**Human skin sections.** Skin biopsy samples were taken from the distal leg (10 cm above the lateral malleolus) following the standard procedure(7). Specimens were then fixed in 2% PLP, cryoprotected and cut into 50 um vertical sections. Samples were washed twice in PBS, then kept for an hour in blocking solution (1%BSA + 2% NGS + 0.5% Triton X-100 in PBS). Incubation with mouse anti-CD207 conjugated to Alexa 633 (Biolegend, 1:100) and rabbit anti-PGP9.5 (Proteintech, 1:1500) was performed overnight on room temperature. After two washes in PBS, secondary antibody incubation Goat-Anti-Rabbit 488 (1:2000) was carried out for 1h on RT. Samples were examined with a confocal laser scan microscope (TCS SP8 AOBS; Leica Microsystems) equipped with Ar/Ar-Kr 488 and 633 nm diode lasers. 3 random images were acquired for each sample by using a HC PL APO CS 40x/1.1 Water immersion objective and HyD detectors. Laser intensity and photo multiplier gain for each channel was adjusted to minimize background noise and saturated pixels, and once defined for control conditions, parameters were kept constants for all acquisitions.

To measure the density of fibers innervating the epidermis, intraepidermal nerve fiber (IENF) density, expressed as the number of nerves crossing the epidermal-dermal junction as a function of length(2) was measured.

## **RNAscope in situ hybridization**

RNAscope in situ hybridization multiplex V2 was performed according to the manufacturer's instructions, Advanced Cell Diagnostics (ACD). Twelve-micrometer DRG cryosections from RD and HFD male mice were incubated with probes *Mrgprd* (417921-C2/C3), *Sema4d* (498381-C3), *Sema6d* (565871-C1). More details reported in George et al., 2024(8).

Analysis. DRG sections were analyzed by imaging the whole DRG using Olympus FV10i confocal microscope, and the images were processed using Fiji. Target mRNA expression was measured as average intensity of target dots per cell(8). First the average background intensity (ABI) based on the integrated intensity of a background region in a selected area (ABI5IntDen background/ area of selected background) was calculated. Then, 10 dots per cell (3 cells per section) were considered and the area and integrated intensity of each dot was measured. Lastly, the average intensity per single dot (AISD) was calculated using the formula:  $AISD = \frac{IntDen\ selected\ dots - ABI \times area\ of\ selected\ dots}{tot\ number\ of\ dots}$ . Mean values of the counts from blinded reviewers were plotted and graphed.

## **Morphometric analysis**

Images were processed with FIJI and Arivis Pro (rel 4.2). By using the Neurite Tracer pipeline of Arivis Pro we determined the total number of branching points and the volume occupied by LCs. The parameters used in our set up are:

- Method: Probabilistic Reconstructor
- Branch diameter: 0.284-5 um
- Tubularity sensitivity: 12

- Seeding-Tubularity local threshold: 0.2/ Seed Filter: 40%
- Min Terminal section length: 2 mm

## **Behavioral test**

*Mechanical allodynia test (von Frey)* To assess mechanical allodynia, the von Frey test was performed as follow. RD and HFD male and female mice were placed on a metal mesh floor under a transparent plastic dome. Following 60-min of habituation, seven different filaments, each with a specific bending force (10, 20, 40, 60, 80, 100, and 120 mN) were applied in ascending order to the plantar surface of the hind paw. Each filament was applied six times with an interstimulus interval between 10-15 seconds. The von Frey withdrawal threshold was defined as the minimum force eliciting a detectable withdrawal response in at least 50% of trials.

*Spontaneous pain test (cage-lid hanging)* To test spontaneous pain, the cage-lid hanging test was adapted from Zhang et al., 2021(9). Briefly, mice were acclimated to the behavioral testing room for 30 minutes before the test. An empty polypropylene cage (dimension: 290x220x140mm) with a slightly modified lid was used for the test. Each mouse was placed on the underside of the inverted lid, and the time to fall was recorded. The test was repeated three times for each mouse with a maximum cutoff time of 30 seconds.

Researchers conducting behavioral tests and endpoint analyses were blinded to the experimental conditions.

**Diphtheria toxin-mediated ablation.** To deplete LCs and maintain their depletion throughout the critical window during which mechanical allodynia normally develops in

166 HFD male mice (2), hLC-DTR mice received weekly injections of Diphtheria toxin (DT  
167 4ng/gr of body weight) from week 10 to week 14 of age.

168 Control mice were administered vehicle (0.9% NaCl). Paw epidermis was collected 48h  
169 after the last injection and the efficiency of LC ablation was assessed by quantifying  
170 CD207+ LCs in epidermal whole-mount preparation.

## 171 **scRNAseq**

### 172 Sample processing and raw data analysis

173 For the scRNAseq of paw epidermis of three adult RD and HFD male and female mice,  
174 we generated a single-cell suspensions as described in “*Single-cell dissociation from paw*  
175 *epidermis*” paragraph. We assessed cell viability using an automated cell counter and for  
176 all samples we achieved >90% cell viability.

177 For the sequencing, we choose the droplet-based method by 10X Genomics where each  
178 droplet should contain a single cell. Libraries were prepared by NUSEq Core at  
179 Northwestern University according to 10X Genomics instructions. Sequencing was  
180 performed on an Illumina platform, and FASTQ raw sequencing data were aligned to  
181 mouse transcriptome reference using Cell Ranger toolkit from 10X Genomics. The  
182 downstream data analysis and visualization was performed using Seurat 5 pipeline in R.

183 Quality control, clustering, and differential gene expression analysis The standard pre-  
184 processing workflow for scRNAseq data in Seurat 5 (version  
185 5.0.0, <https://satijalab.org/seurat/>)(10) was performed following QC metrics. To remove  
186 low-quality cells, potential doublets, or dying cells, filter parameters were applied to both  
187 male and female datasets. For paw epidermis of male sample datasets, cells with <200  
188 and >6000 genes, and >5% mitochondrial genes detected were excluded. For paw

189 epidermis of female sample datasets, cells with <500 and >6000 genes, and >5%  
190 mitochondrial genes detected were removed. Seurat 5 in R was used to separately  
191 analyze male and female datasets. Features expressions were normalized using Log-  
192 normalize and high variable features were identified by FindVariableFeatures function of  
193 Seurat package. Principal components analysis was performed using RunPCA, and the  
194 top 10 principal components, identified by the cumulative variance analysis, were used  
195 for clustering. Uniform Manifold Approximation and Projection (UMAP) was run for  
196 clusters' visualization. Differentially expressed genes between RD and HFD groups were  
197 identified using a Wilcoxon Rank Sum test, corrected for false discovery rate (FDR), and  
198 visualized using the EnhancedVolcano R package. Only genes with log2fold change  
199 above 0.25 were considered. The analysis to identify pathways and gene set enrichment  
200 was performed using Gene Set Enrichment Analysis (GSEA). Data were visualized using  
201 R packages: Seurat, ggplot2, dittoSeq.

202 scRNAseq data integration scRNAseq datasets from male and female paw epidermis  
203 both RD and HFD were integrated using anchor-based CCA integration that corrects for  
204 batch effects across sexes and diet conditions, thereby improving comparability between  
205 samples. A total of 12 samples including 6 males and 6 females were analyzed.

206 Cell-cell interaction data analysis To predict intercellular communication, CellChat (v1), a  
207 package developed in R(11), was applied to male scRNAseq dataset. CellChat is  
208 designed for inference, analysis, and visualization of cell-cell communication from  
209 scRNAseq data. The CellChat object created from the Seurat object was aligned to  
210 mouse ligand-receptor database to create annotations. The ligand-receptor CellChatDB  
211 is based on KEGG (Kyoto Encyclopedia of Genes and Genomes).

“computeCommunProb” function was adopted to infer cell-cell communications within the dataset and then standard workflow for visualization was applied to generate graphs.

Interactome analysis platform To infer ligand-receptor-mediated signaling between DRG neurons and LCs the interactome analysis platform(12) was adopted. Male NP1 DRG cluster isolated from the DRG HFD and RD scRNAseq dataset(4) was integrated to male LC from epidermis HFD and RD scRNAseq dataset. The interaction between the clusters was analyzed using the average expression of each cluster and matched with a database of known ligand-receptor. Plots were generated using SankeyMatic.

To infer intercellular communication between LCs and DRG, DRG scRNAseq dataset from RD and HFD male mice was used. Raw matrix data are deposited in Dryad (<https://doi.org/10.5061/dryad.9s4mw6mm5>) and/or available upon request(4).

### **Multiplex cytokine analysis**

The cytokine profile of LCs was assessed using the Codeplex Secretome platform by Isoplexis (Bruker, Cellular Analysis) designed to the molecules of mouse innate immune response. Medium collected from primary LCs culture, as described in the “*Cell sorting and primary culture of epidermal LCs*”, was loaded onto Isoplexis chip (CODEPLEX-2L12-1) for secretome analysis. Cytokines levels were detected and represented as as Relative Fluorescence Unit (RFU) and reported either as Log-Transformed values or pg/mL. The analysis was conducted with the technical support of Bruker specialists.

### **Statistics**

All statistical analyses was performed using R studio (2023.12.0+369) or GraphPad Prism (10.0.3). A Shapiro-Wilk test was applied to assess normality. For comparisons between

two groups, a two-tailed student's t-test was applied, and where applicable, adjustments for multiple testing were made and reported in figure legends. For comparisons involving more than two groups, one-way or two-way Analysis of Variance (ANOVA) two-sided was performed, followed by post-hoc multiple comparison testing, as reported in figures legends. For longitudinal behavioral data involving repeated measurements within the same animal or cell condition, repeated measures ANOVA was applied. Pearson correlation analysis was performed to assess the correlation between variables and the correlation coefficient ( $r$ ) and  $p$  value were reported within the graphs. Quantification of LCs density, RNAscope and behavioral tests were performed in double-blind manner. All values are expressed as the mean  $\pm$  SEM, and a  $P$  value of less than 0.05 was considered statistically significant.

#### **Study approval**

This research complies with all relevant ethical regulations.

All animal care protocols and experiments were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Northwestern University.

Human tissues were collected from healthy volunteers and patients and the study was approved by the local Ethical Committee of the Fondazione IRCCS Istituto Neurologico 'Carlo Besta' of Milan (FINCB), Italy.

All procedures were designed to maximize robustness and minimize bias. Experimenters performed and analyzed LCs density in whole-mount epidermal sheets, RNAscope and behavioral assays were blinded to diet treatment (RD or HFD) and/or compound (diphtheria toxin or vehicle) until data analysis is complete. Both male and female mice were included in all experiments and results were analyzed separately and compared.

To collect human tissues from PDN patients and controls, we first performed clinical examination of all subjects and obtained informed consent to participate in the study. For the present study, 15 patients with diabetic neuropathy (7 females and 8 males) and 9 healthy controls (4 females and 5 males) were enrolled. Clinical features were collected using an established protocol previously described(5). Pain intensity was measured as the average score of the last 3 weeks using the pain intensity numerical rating scale (PI-NRS). Further information as number of animals used, replications, number of sections counted are indicated in the figures and/or figure legends. On the graphs, individual dots represent individual samples/mice used.

# SUPPLEMENTAL FIGURES

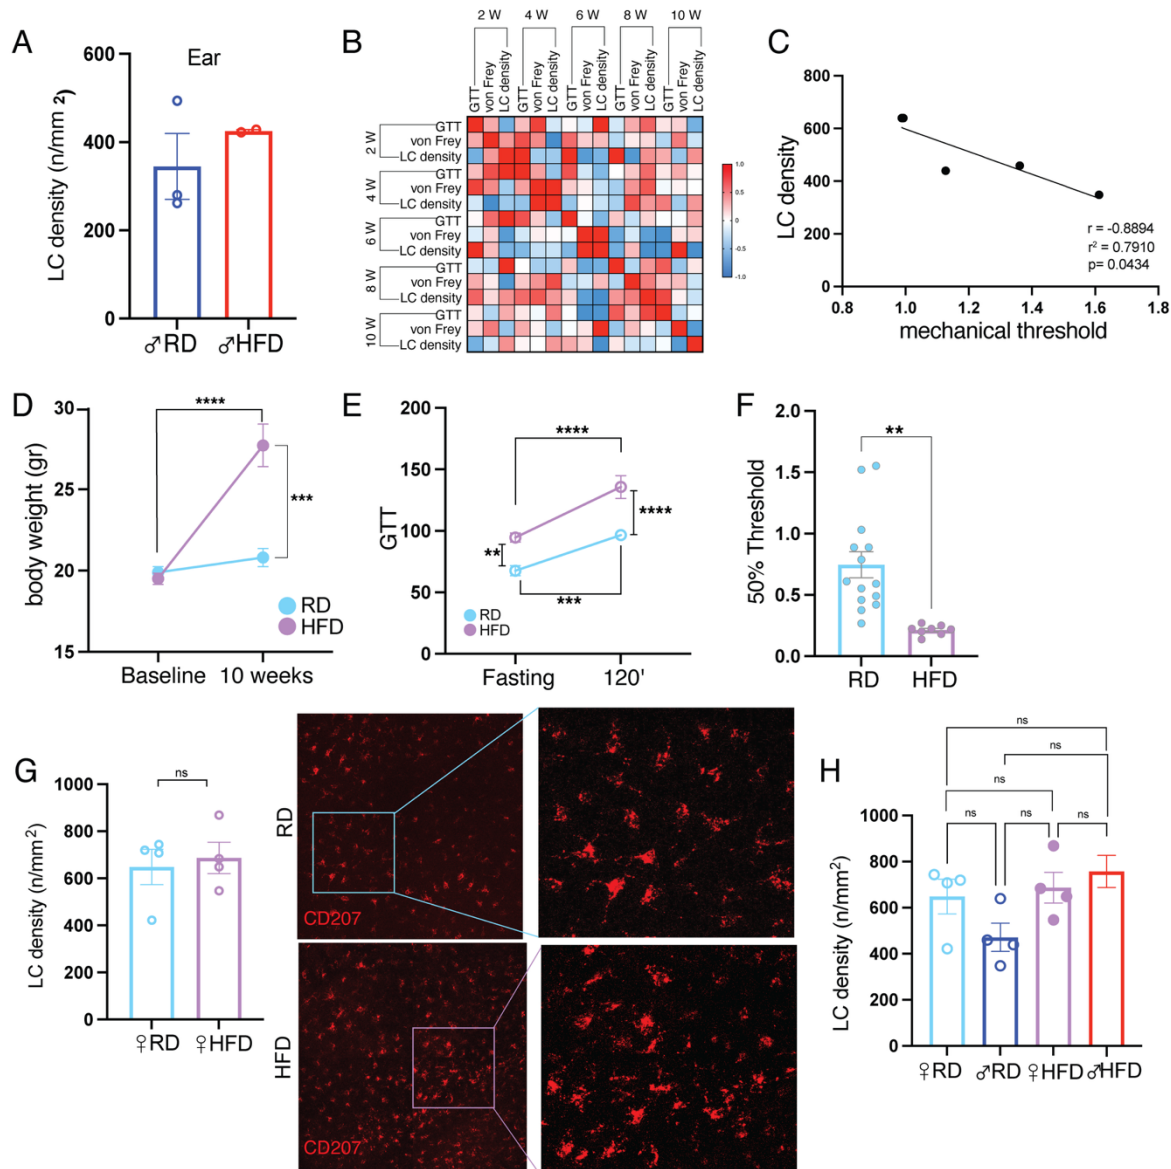

**Supplemental Figure 1. LCs density in RD mice** (A) LCs density measured as numb of cells/area (mm<sup>2</sup>) in the ear of male mice. No differences between RD and HFD male animals. Unpaired two tailed t-test with Welch's correction  $p=0.3940$ . RD  $n=3$  and HFD  $n=2$ . (B) Correlation matrix of RD features (GTT, von Frey and LCs) at different time points. (C) Negative correlation between LCs density and von Frey in RD male mice. Pearson  $r$  coefficient  $r=-0.8894$ ,  $r^2=0.7910$ ,  $p=0.0434$ (\*). (D) Body weight (gr) in female mice.  $n=10$  animals per each diet conditions. Two-way ANOVA for multiple comparison. Between RD and HFD: 10 weeks  $p=0.0002$  (\*\*\*). Within HFD: baseline vs 10weeks  $p<0.0001$ . (E) Glucose tolerance test (GTT) in female mice. RD  $n=14$  and HFD  $n=12$ . Two-way ANOVA for multiple comparison. Between RD and HFD: Fasting  $p=0.0011$  (\*\*); 120'  $p<0.0001$  (\*\*\*\*). Within RD: Fasting vs 120'  $p=0.0003$  (\*\*\*). Within HFD Fasting vs 120'  $p<0.0001$ (\*\*\*\*). (F) von Frey test. RD  $n=14$  and HFD  $n=8$ . Unpaired two-tailed t-Test  $p=0.0014$  (\*\*). (G) Quantification of LCs' density (number of LCs / mm<sup>2</sup>) in RD and HFD female mice at 10 weeks (b) and representative images (c).  $n=3$  sections per animal were acquired and Cd207+ cells per 0.04 mm<sup>2</sup> per section area were counted. Unpaired two-tailed t-Test  $p=0.7154$ .  $n=4$  for both groups. (H) LCs' density

compared among all groups. One-way ANOVA for multiple comparisons. RD female vs. RD male  $p=ns$ ; HFD female vs. HFD male  $p=ns$ ; RD female vs. HFD female  $p=ns$ ; RD female vs. HFD male  $p=ns$ ; RD male vs. HFD male  $p=0.045$  (\*); RD male vs HFD female  $p=ns$ .

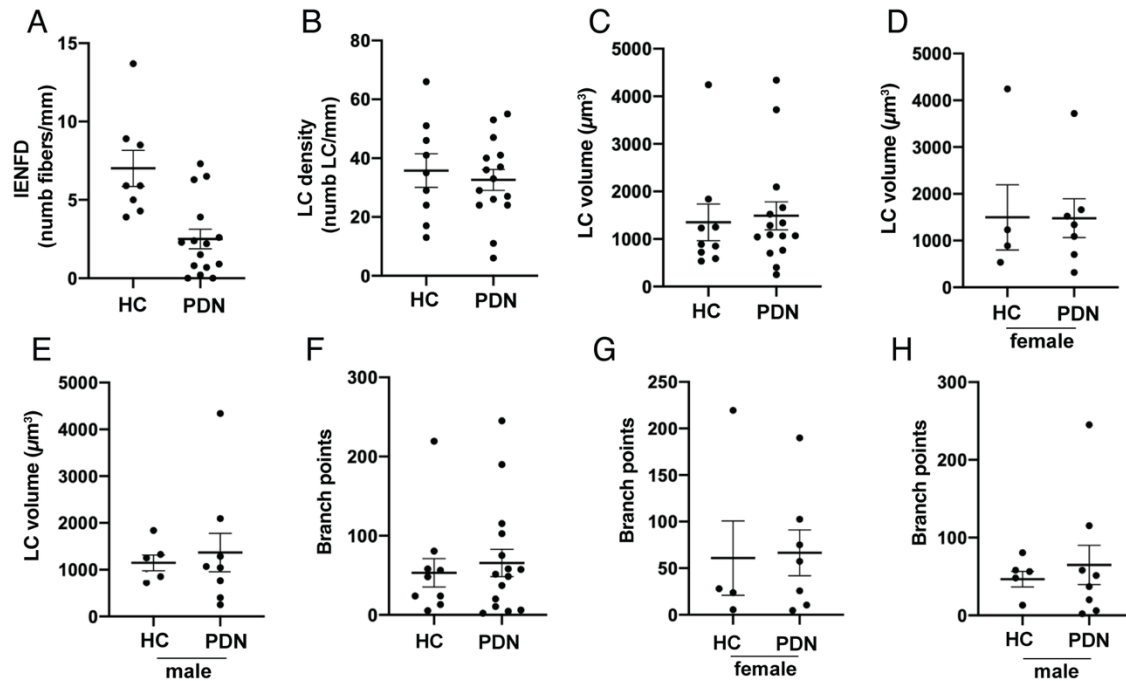

**Supplemental Figure 2. LCs features analysis in PDN patients (A-B)** Plots of the intraepidermal nerve fiber density (IENFD) and the LCs density in the entire cohort of healthy subjects (HC) or diabetic patients (PDN). **(C-E)** LCs volume expressed in  $\mu m^3$  in the (c) entire cohort, (d) in female or (e) in male subjects. **(F-H)** branch points of LCs in in the (f) entire cohort, (g) in female or (h) in male subjects. No differences between HC and PDN. Middle lines of the plots represent the mean value, while whiskers are SEM

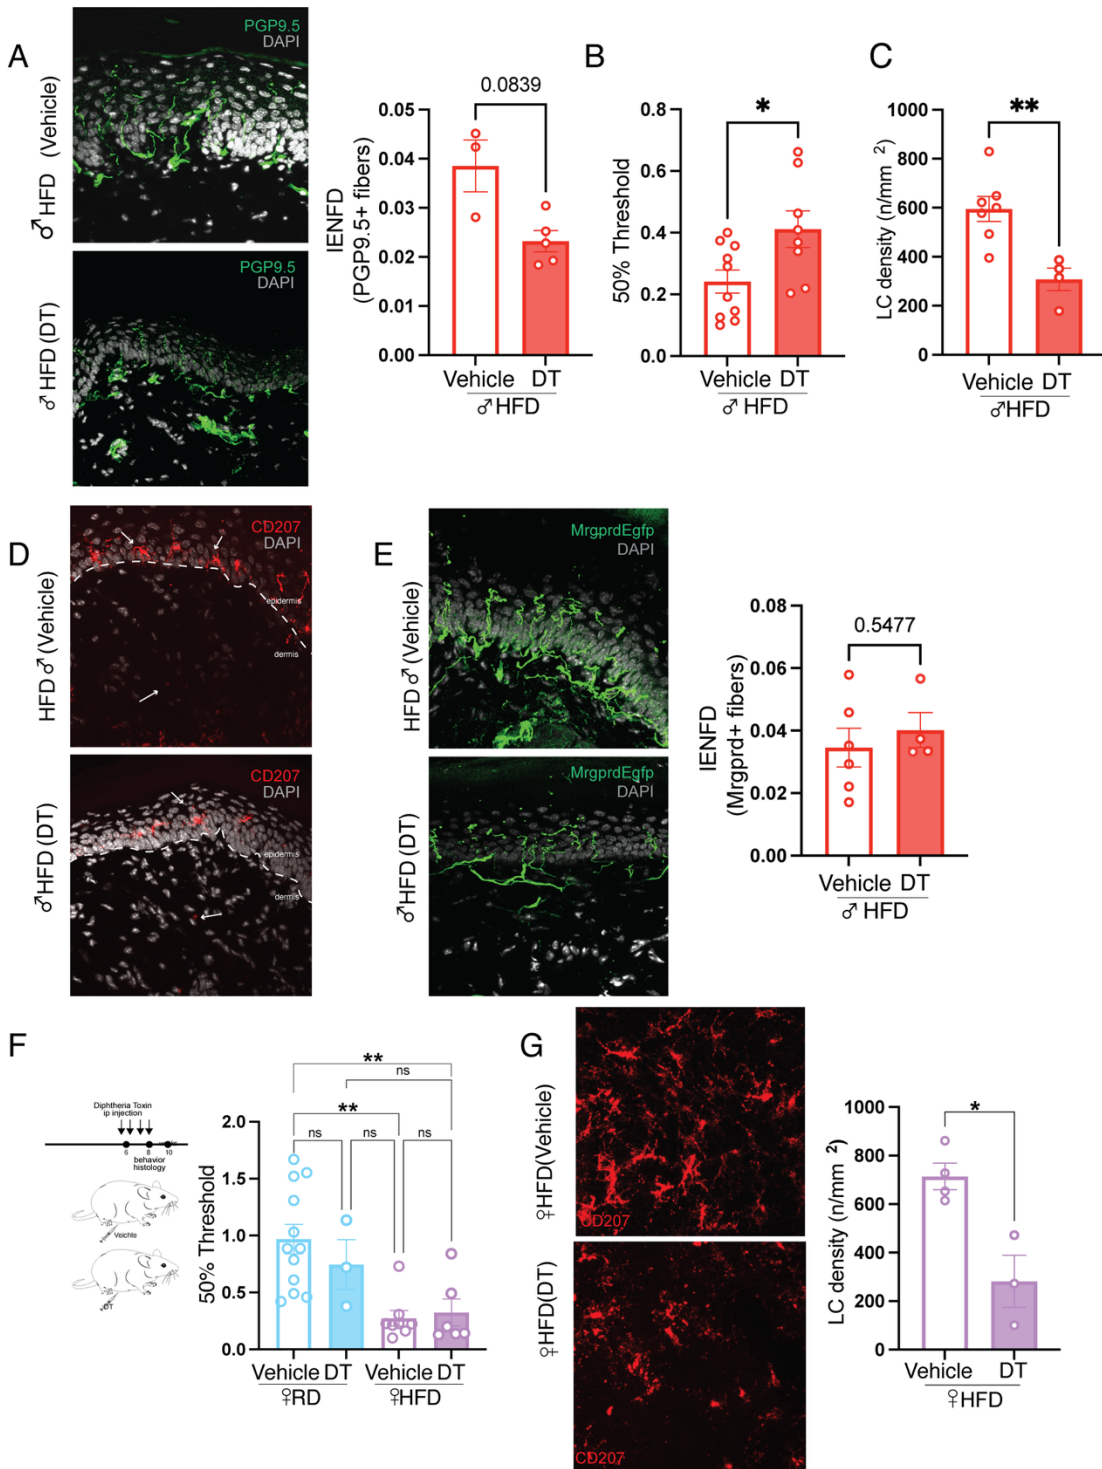

**Supplemental Figure 3. IENFD LC-mediated** (A) IENFD of PGP9.5-positive fibers in HFD DT-ablated and HFD control mice. Quantification of PGP9.5 IENFD. Unpaired t-test with Welch's correction  $p = 0.0839$ . Three random areas per each animal were analyzed. Two counters. HFD (vehicle):  $n = 3$  HFD (DT):  $n = 5$ . (B) Response to evoked mechanical stimuli measured in von Frey test in HFD DT- and vehicle-treated MrgprdeGFP-hLCDTR double transgenic mice. Unpaired t-test with Welch's collection.  $p = 0.0324$  (\*). HFD (vehicle)  $n = 10$ , HFD (DT)  $n = 8$ . (C) LC density measured as the numb of Cd207+ cells per area in MrgprdeGFP-hLCDTR. Unpaired t test with Welch's correction  $p = 0.0026$  (\*\*). HFD (vehicle)  $n = 6$ , HFD (DT)  $n = 4$ . (D) Selectivity of DT-mediated LC depletion. Dashed line indicates the separation between epidermis

and dermis. **(E)** IENFD of Mrgprd-eGFP-positive fibers in MrgprdeGFP-hLCDTR. Unpaired t-test  $p=0.5477$ .  
HFD (vehicle)  $n=7$ , HFD (DT)  $n=4$ . **(F)** cartoon of LC DT-mediated ablation in female mice and Response  
to evoked mechanical stimuli threshold through von Frey test. DT-ablation does not recover mechanical  
allodynia in HFD female. One-way ANOVA for multiple comparison. RD (vehicle) vs HFD (vehicle)  $p=0.0013$   
(\*\*), RD (vehicle) vs HFD (DT)  $p=0.0068$  (\*\*). RD (vehicle):  $n=14$ , RD (DT):  $n=3$ , HFD (vehicle)  $n=7$ ; HFD  
(DT)  $n=6$ . **(G)** LC density measured as the numb of Cd207+ cells per area. Unpaired t test with Welch's  
correction  $p=0.0366$ . Representative confocal images of paw epidermal sheets of HFD female mice  
injected with vehicle (0.9% NaCl) or DT 4ng/gr body weight. HFD (vehicle)  $n=4$ , HFD (DT)  $n=3$ .

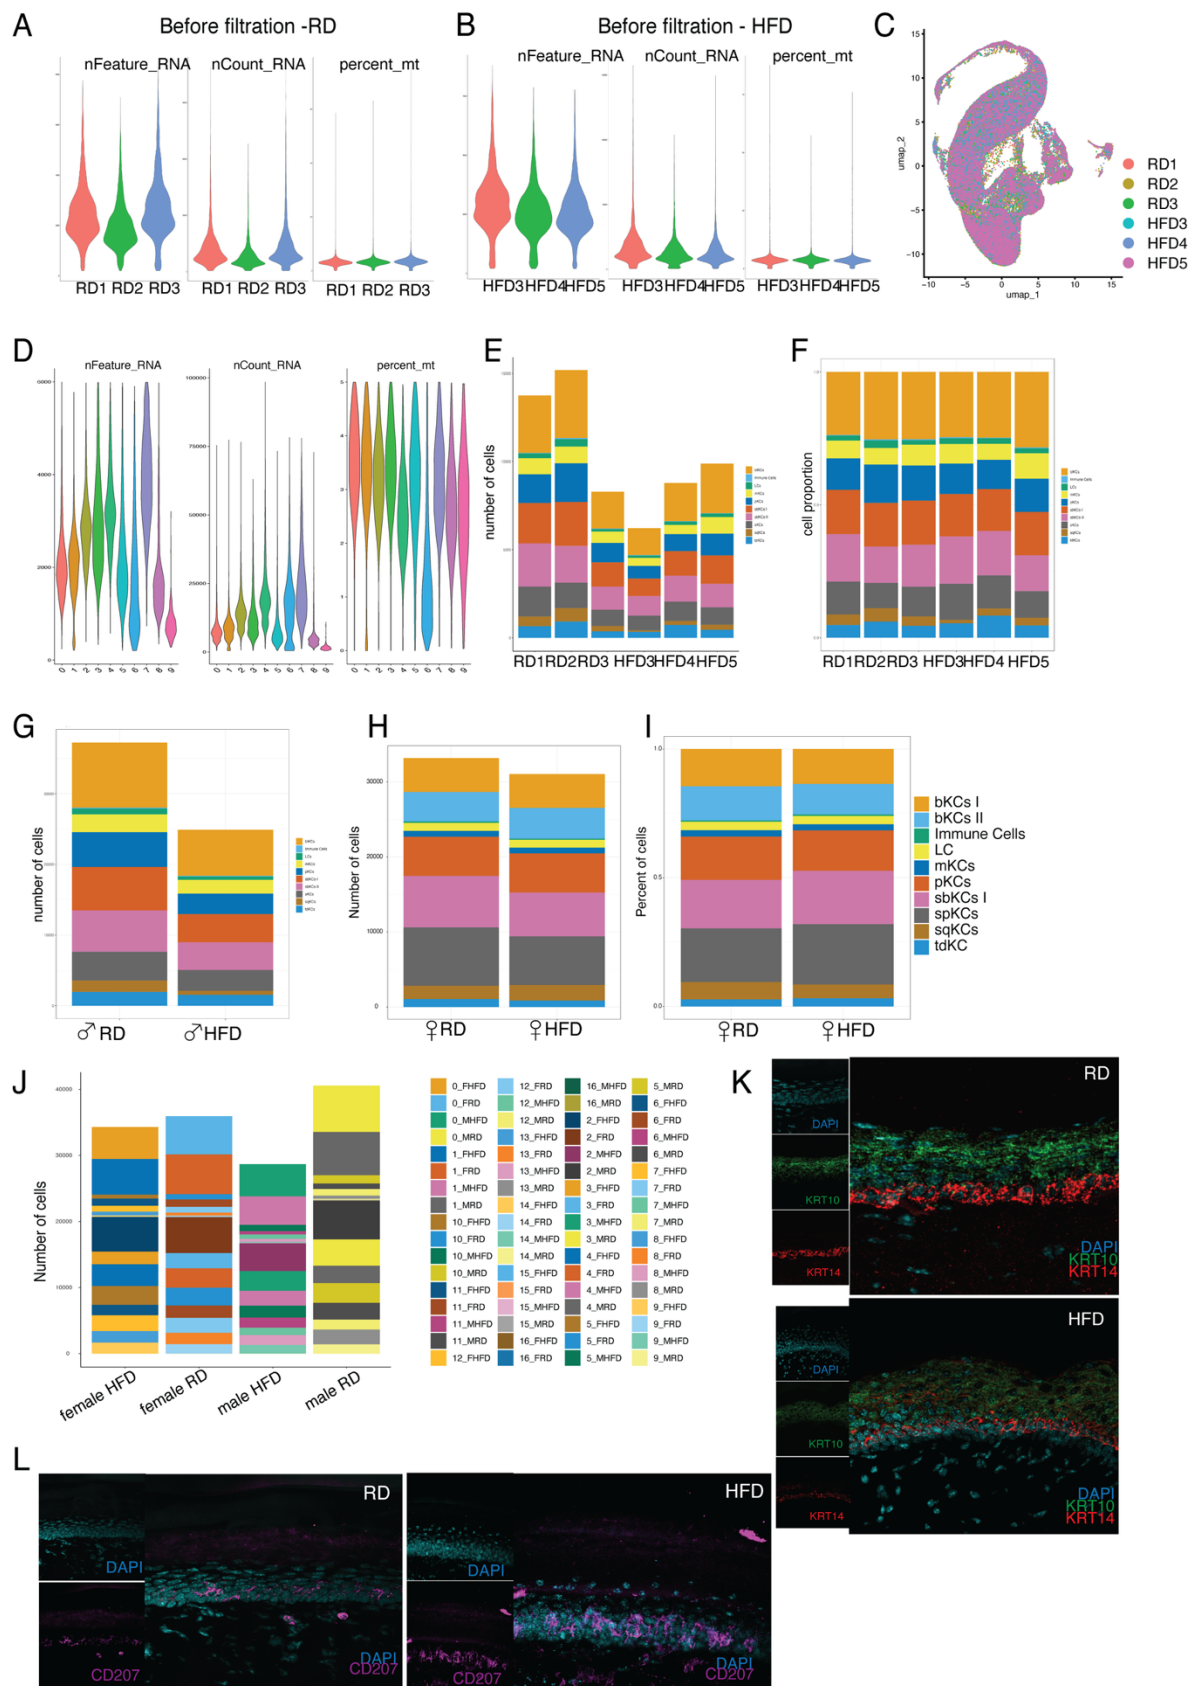

**Supplemental Figure 4. Quality Control (QC) analysis of scRNAseq of RD and HFD paw epidermis**  
**(A-B)** QC analysis of RD and HFD samples before applying filtration. **(C)** UMAP dimensionality reduction of each sample from RD and HFD show a full overlap **(D)** Cluster QC analysis after filtration for combined RD and HFD. **(E)** Number of cells in each cluster in each sample: RD1=14781, RD2=16221, RD3=9498, HFD3=7521, HFD4=10306, HFD5=11123 cells. **(F)** Cell proportion in each cluster in each sample. **(G)** Total number of cells in combined samples for RD and HFD: RD=40500 and HFD=28950 cells. **(H-I)** QC analysis of female scRNAseq RD and HFD datasets showing the number of cells (J) and the percentage of cells (K) in each cluster. **(J)** Barplots show the number of cells in each cluster in the integration male and female scRNAseq data analysis. **(K)** Representative confocal images of skin sections from RD and HFD paw male mice showing the expression and localization of undifferentiated *Krt14*<sup>+</sup> (red) and differentiated *Krt10*<sup>+</sup> (green) keratinocytes. **(L)** expression of LCs (*Cd207/Langerin*) in magenta in skin sections from paw male RD and HFD mice.

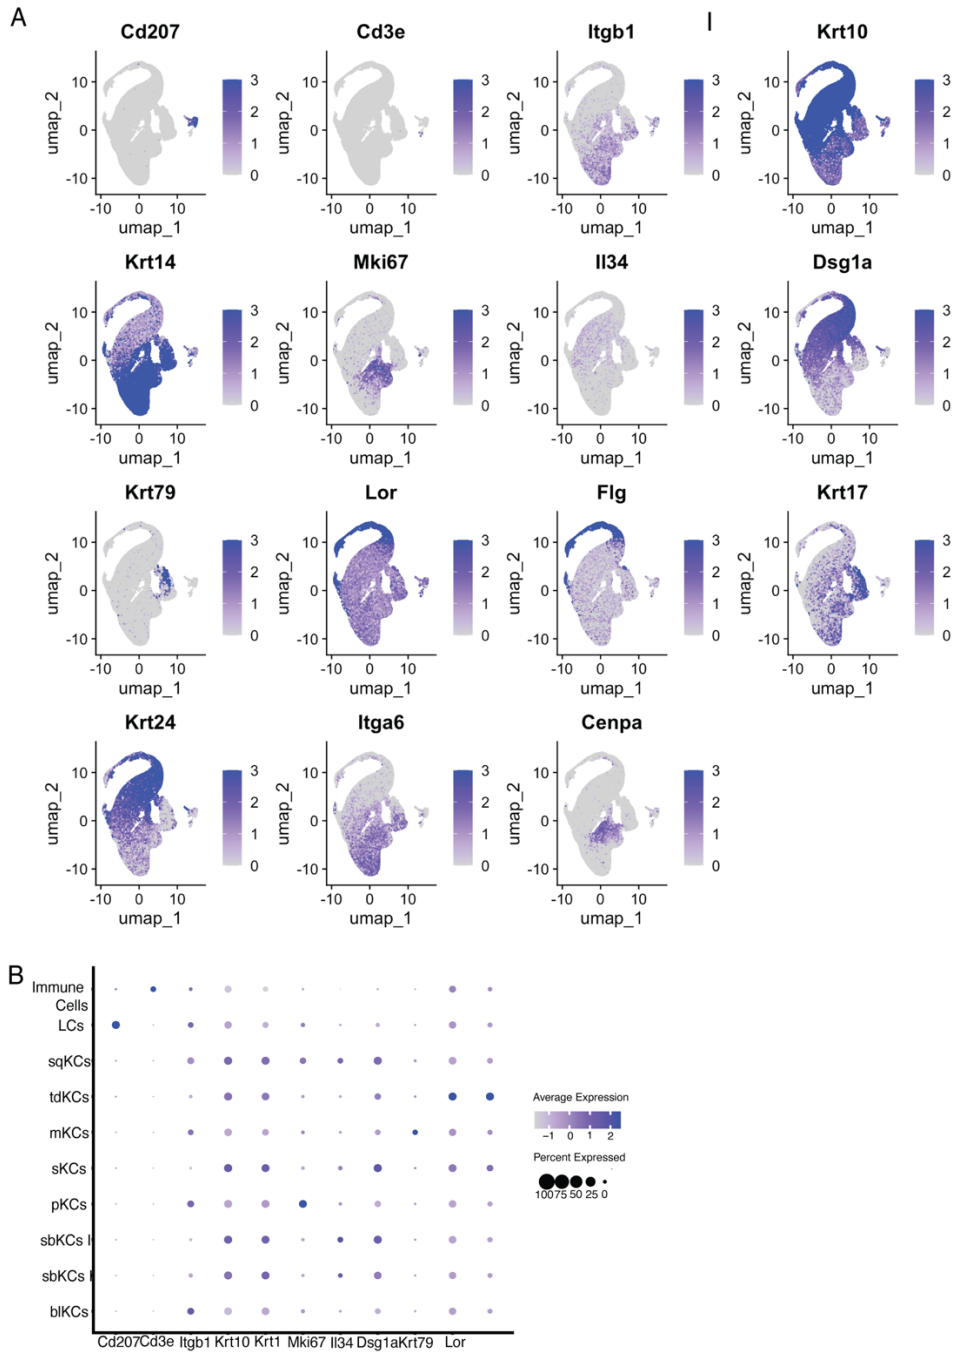

**Supplemental Figure 5. Profiling of epidermal cell clusters (A)** Feature plots of selected marker genes for cluster identification **(B)** DotPlot shows genes identified as clusters markers in female RD and HFD scRNAseq datasets.

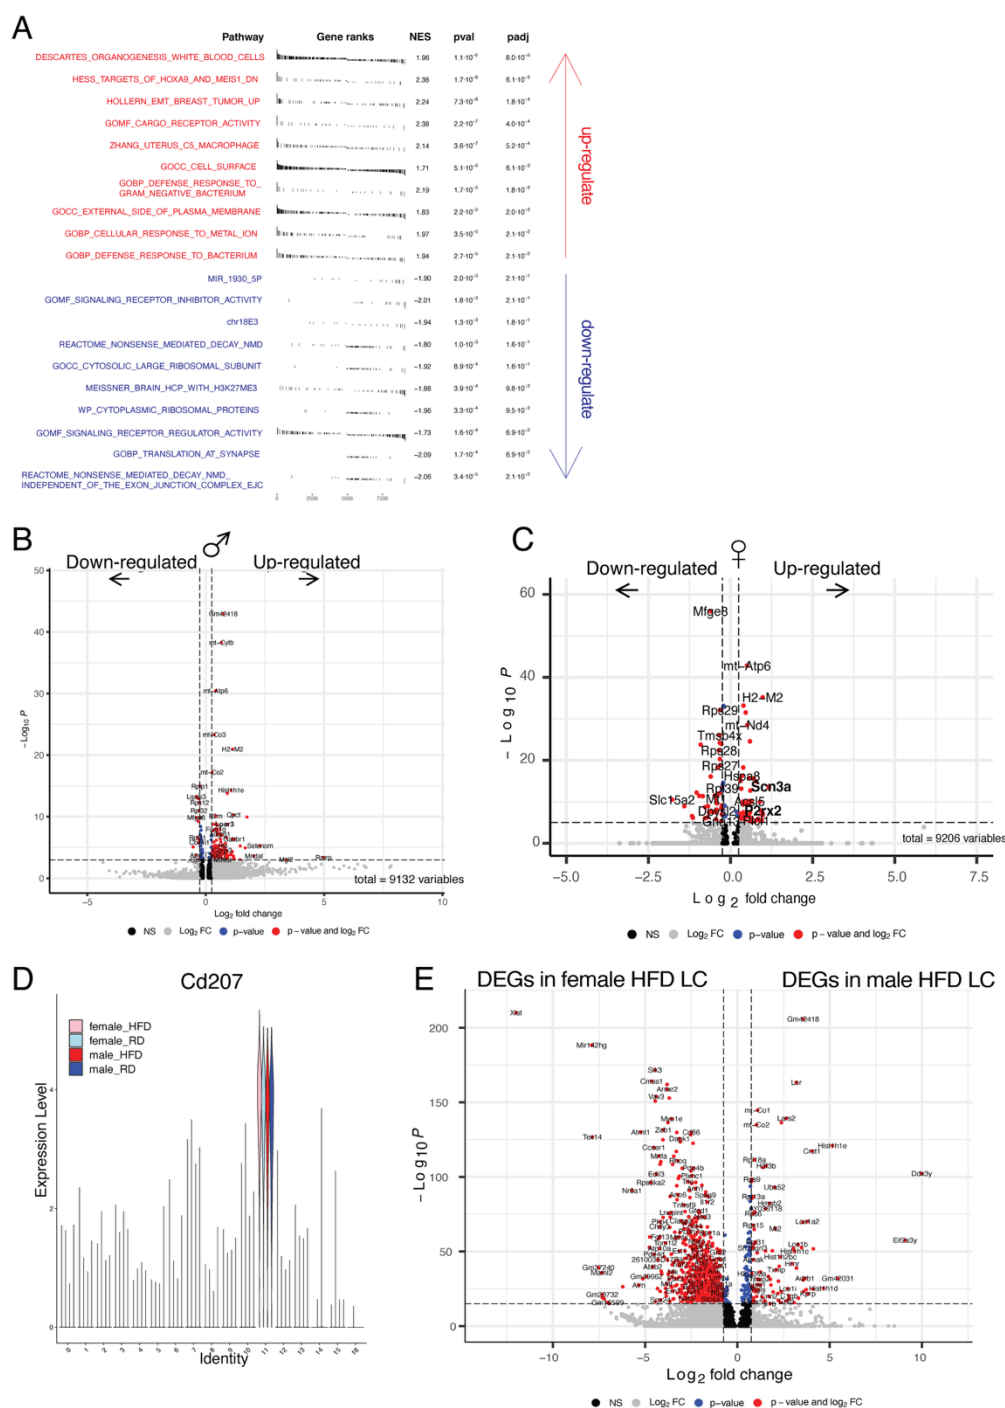

**Supplemental Figure 6. DEGs in LCs in HFD male and female mice (A)** GSEA table shows top10 upregulated and the top10 downregulated pathways. GSEA based on false discovery rate (FDR) of 0.25. **(B)** Volcano plot of DEGs identified in Langerhans cells cluster in scRNAseq data from mouse paw epidermis. DEGs adjusted for BH correction. Volcano plot generated with EnhancedVolcano package in R. **(C)** Volcano plot of DEGs identified in LCs cluster in scRNAseq data from female mouse paw epidermis. DEGs adjusted for BH correction. **(D)** VlnPlot of *Cd207* expression in epidermal cells in integrated analysis of male and female scRNAseq datasets. **(E)** Volcano plot of DEGs identified in LCs cluster in scRNAseq data from male and female HFD datasets. DEGs adjusted for BH correction. package in R.

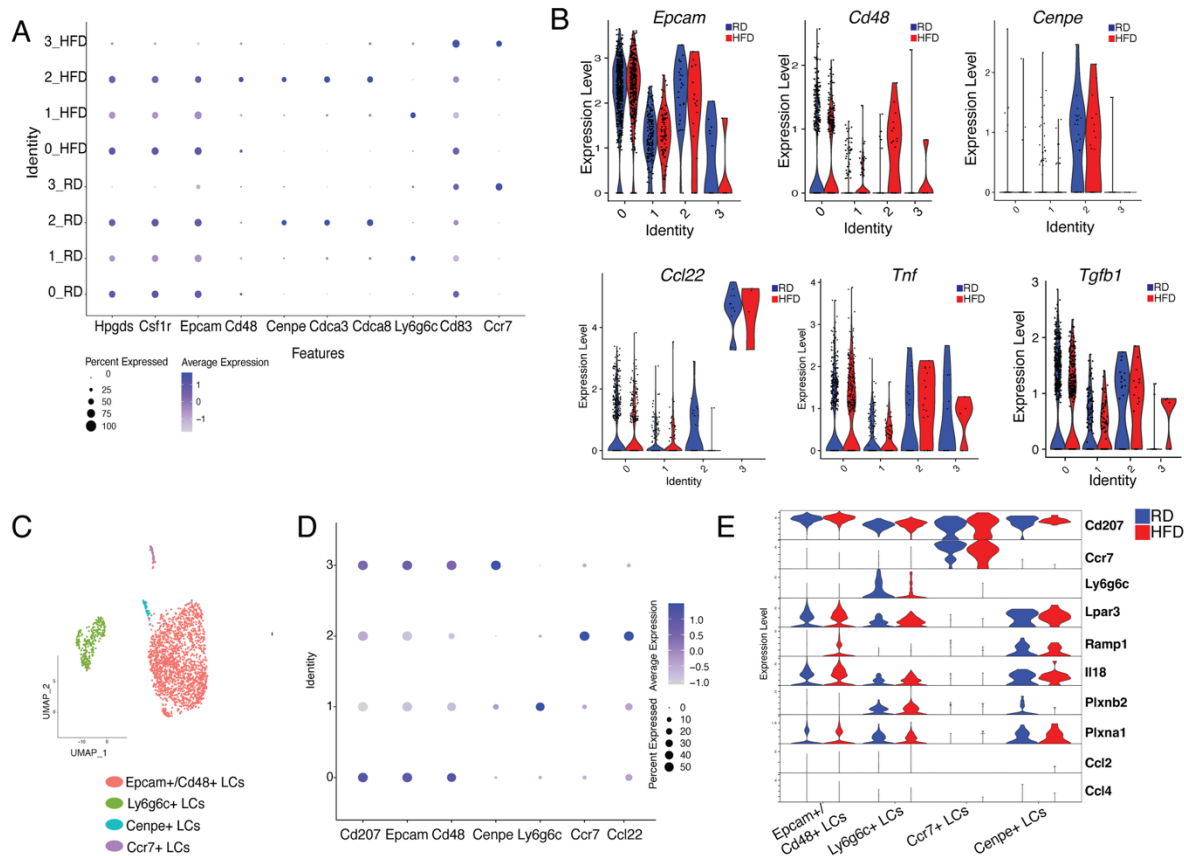

**Supplemental Figure 7. DEGs in LCs in HFD male and female mice (A)** DotPlot shows the expression of genes adopted for subcluster identification **(B)** Violin plots show the differential expression of genes of interested in LCs subclusters. RD=blue, HFD=red. **(C)** UMAP dimensionality reductions of female LCs subclustering. Four distinct clusters were identified. **(D-E)** Dotplot and stacked violin plot of genes for female LCs subclusters identification and target candidate genes. *Ccl2* was not detected in female LC subclusters.

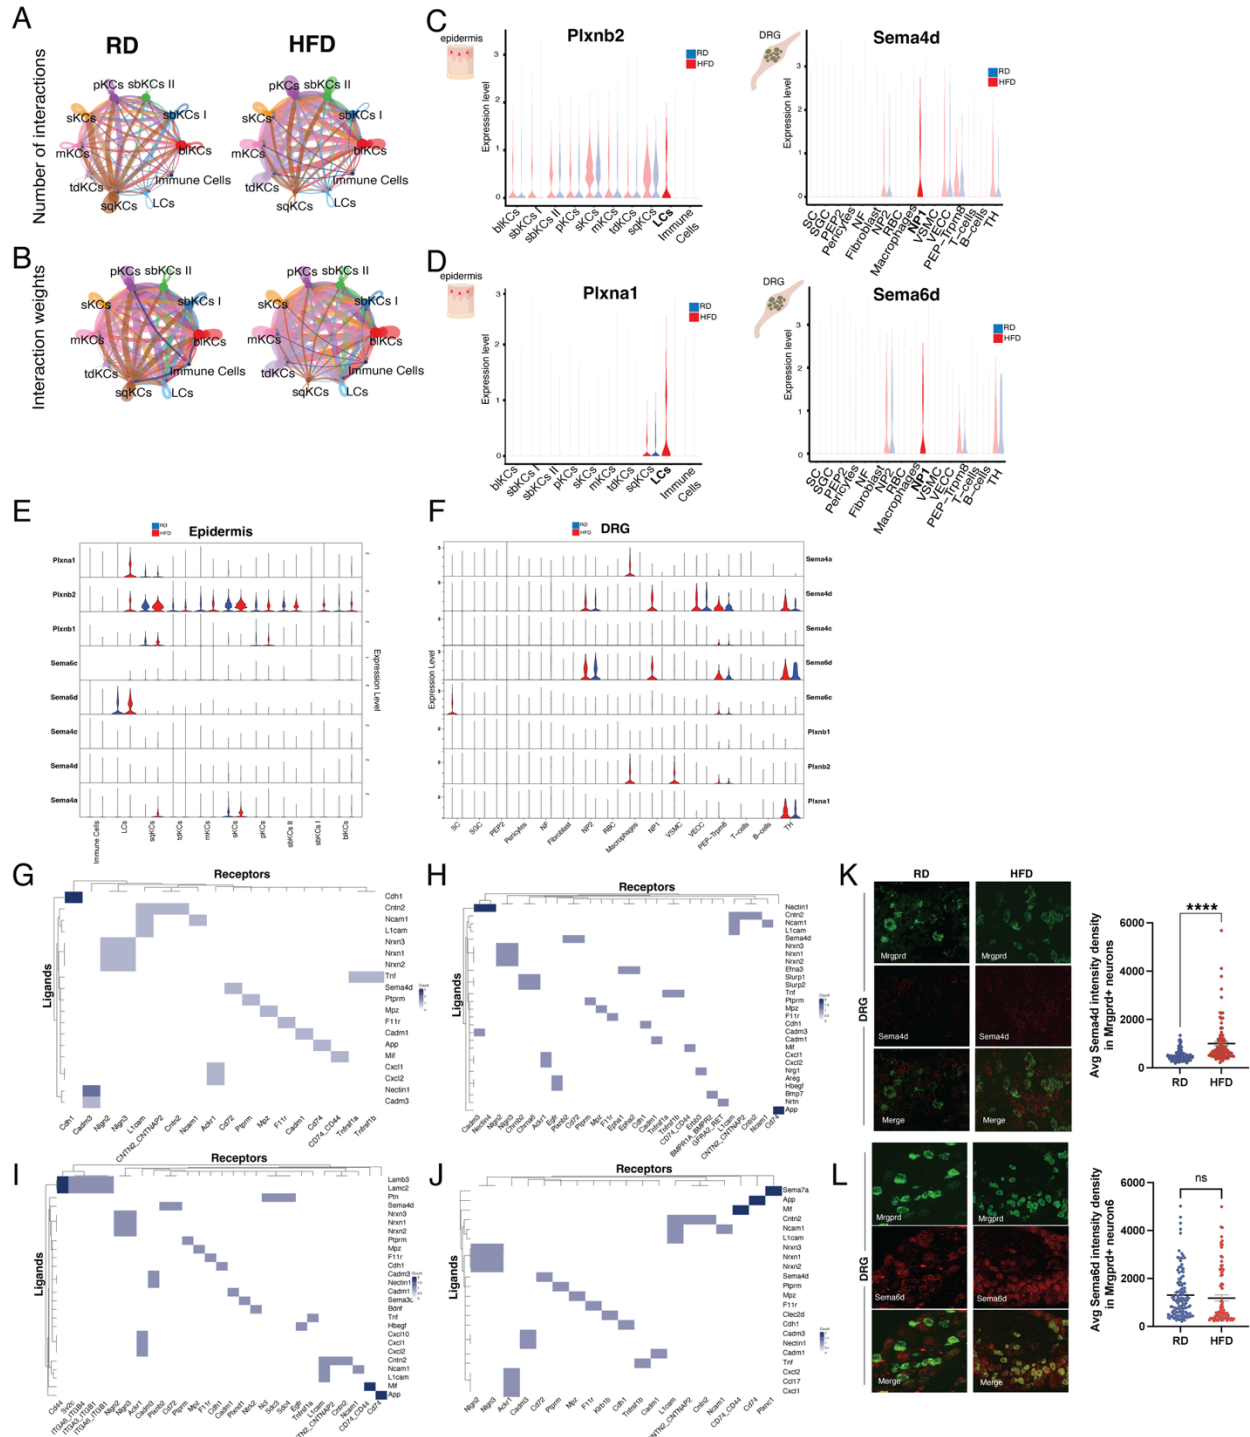

**Supplemental Figure 8. Sema-Plxn signaling pathways in RD and HFD male mice (A-B)** Circle plots show the number of interactions (b) and the strength of interactions (c) between different cell types in RD/upper panels and HFD/lower panels. Circle sizes are proportional to the size of different cell types and the thickness of the lines indicates a stronger signal. **(C-D)** Violin plots of expression levels of *Plxn1* and *Plxn2* in the scRNAseq of paw epidermis (g) and *Sema4d* and *Sema6d* expression in scRNAseq of DRG (h) of RD and HFD male mice. **(E)** Stacked VlnPlot shows the expression of *Sema4* and *Sema6* family members and *Plxn2* and *Plxn1* family members in RD and HFD epidermis scRNAseq data. **(F)** Stacked VlnPlot shows the expression of *Sema4* and *Sema6* family members and *Plxn2* and *Plxn1* family members in RD and HFD DRG neurons scRNAseq data. **(G-J)** Heatmaps of inferred signaling pathway

underlying the communication between NP1-positive HFD DRG and each HFD LC subclusters. Analysis performed using Cellchat. **(K)** Representative images of *in situ* RNAscope of Mrgprd (green) and Sema4d (red) expression in DRG sensory neurons from RD and HFD. Quantification of Average Intensity for each Sema4d dot in Mrgprd+ neurons. 30 dots in Mrgprd+ neurons per animals were quantified. Unpaired two-tailed t-Test  $p < 0.0001$  (\*\*\*\*).  $N = 3$  animals for each diet condition. **(H)** Representative images of *in situ* RNAscope of Mrgprd (green) and Sema6d (red) expression in DRG sensory neurons from RD and HFD. Quantification of Average Intensity for each Sema6d dot in Mrgprd+ neurons. 30 dots in Mrgprd+ neurons per animals were quantified. Unpaired two-tailed t-Test  $p = 0.4277$  (ns). RD  $n = 4$ ; HFD  $n = 3$ .

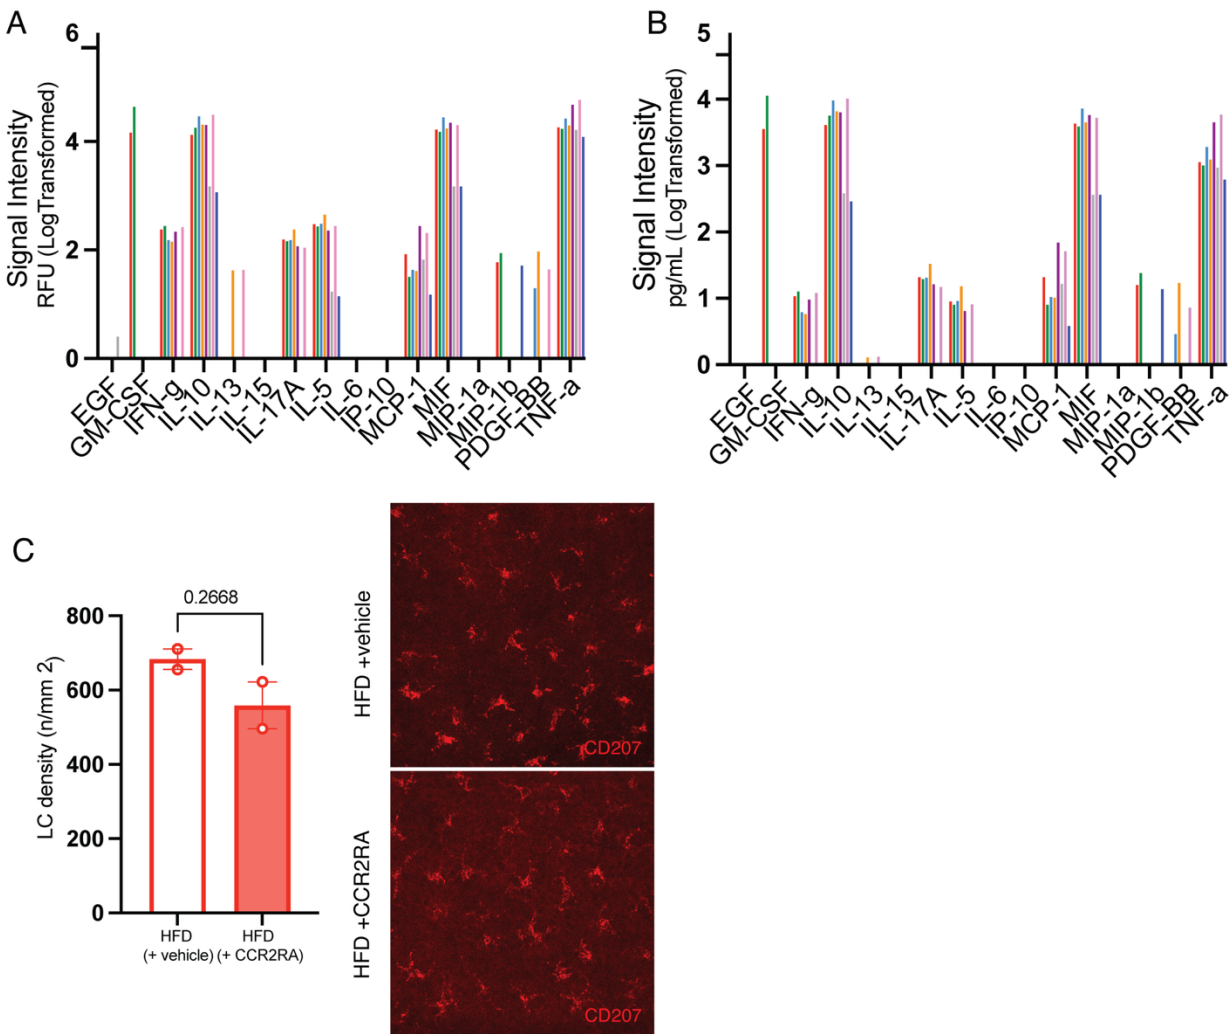

**Supplemental Figure 9.** **(A-B)** the high-multiplexing quantitative inflammatory molecule proteomic (CodePlex by Bruker) shows a panel of 16 molecules belonging to the mouse innate immune response and detected in LCs RD and HFD secretome. LCs were stimulated with (1) GM-CSF and the secretome was collected after 12h, (2) TNF- $\alpha$  and the secretome was collected after 12h and 24h and (3) no stimulated and secretome collected after 2h. Molecules are shown as Signal intensity – relative fluorescence unit (RFU and pg/mL, both LogTransformed). **(C)** LC density measured after CCR2RA injection. No differences between HFD vehicle-treated and CCR2RA-treated animals. unpaired t-test with Welch's correction,  $p = 0.2668$ . three random areas imaged per animal;  $n = 2$  animals per treatment group

## References

1. Menichella DM, Jayaraj ND, Wilson HM, Ren D, Flood K, Wang XQ, et al. Ganglioside GM3 synthase depletion reverses neuropathic pain and small fiber neuropathy in diet-induced diabetic mice. *Mol Pain*. 2016;12.
2. Jayaraj ND, Bhattacharyya BJ, Belmadani AA, Ren D, Rathwell CA, Hackelberg S, et al. Reducing CXCR4-mediated nociceptor hyperexcitability reverses painful diabetic neuropathy. *J Clin Invest*. 2018;128(6):2205-25.
3. Zhang S, Edwards TN, Chaudhri VK, Wu J, Cohen JA, Hirai T, et al. Nonpeptidergic neurons suppress mast cells via glutamate to maintain skin homeostasis. *Cell*. 2021;184(8):2151-66 e16.
4. George DS, Jayaraj ND, Pacifico P, Ren D, Sriram N, Miller RE, et al. The Mas-related G protein-coupled receptor d (Mrgprd) mediates pain hypersensitivity in painful diabetic neuropathy. *Pain*. 2024;165(5):1154-68.
5. Devigili G, Rinaldo S, Lombardi R, Cazzato D, Marchi M, Salvi E, et al. Diagnostic criteria for small fibre neuropathy in clinical practice and research. *Brain*. 2019;142(12):3728-36.
6. Koch F, Kampgen E, Schuler G, Romani N. Isolation, enrichment, and culture of murine epidermal langerhans cells. *Methods Mol Med*. 2001;64:43-62.
7. Lauria G, Bakkers M, Schmitz C, Lombardi R, Penza P, Devigili G, et al. Intraepidermal nerve fiber density at the distal leg: a worldwide normative reference study. *J Peripher Nerv Syst*. 2010;15(3):202-7.
8. George DS, Jayaraj ND, Pacifico P, Ren D, Sriram N, Miller RE, et al. The Mas-related G protein-coupled receptor d (Mrgprd) mediates pain hypersensitivity in painful diabetic neuropathy. *Pain*. 2024.
9. Zhang H, Lecker I, Collymore C, Dokova A, Pham MC, Rosen SF, et al. Cage-lid hanging behavior as a translationally relevant measure of pain in mice. *Pain*. 2021;162(5):1416-25.
10. Hao Y, Stuart T, Kowalski MH, Choudhary S, Hoffman P, Hartman A, et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat Biotechnol*. 2024;42(2):293-304.
11. Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, et al. Inference and analysis of cell-cell communication using CellChat. *Nat Commun*. 2021;12(1):1088.
12. Wangzhou A, Paige C, Neerukonda SV, Naik DK, Kume M, David ET, et al. A ligand-receptor interactome platform for discovery of pain mechanisms and therapeutic targets. *Sci Signal*. 2021;14(674).

How the deposited data were processed for this re-analysis (not part of the article)

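Single cells of the hind paw epidermis of 12 mice were sequenced with 10x Genomics droplets, 1 library per mouse: 3 male RD, 3 male HFD, 3 female RD and 3 female HFD mice, after 10 weeks on a diet with 11% (RD) or 42% (HFD) fat. The authors deposited, for each mouse, the UMI counts of each gene in each barcode that Cell Ranger called as a cell. According to the file headers, the male counts were made with Cell Ranger 6.1.0 and the female counts with Cell Ranger 7.2.0, while the text of the deposit names the later version for all. The counts were whole numbers without normalization, and no filter on genes per cell or on mitochondrial UMIs had been applied to them. Whether reads in introns were counted is not stated in the file headers. Since all male libraries carry one version and all female libraries the other, sex and counting software cannot be separated.

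Between 134449247 and 194673581 UMIs were counted per mouse. Following the paper's methods, cells with at least 200 genes (males) or 500 genes (females), at most 6000 genes and at most 5% mitochondrial UMIs were kept, which left 37248 male RD, 24899 male HFD, 33177 female RD and 31051 female HFD cells. Males and females were clustered separately. UMIs of each cell were scaled to 10000 and log-transformed, 2000 variable genes were scaled with a limit of 10, and 10 principal components and 20 nearest neighbors gave a shared nearest neighbor graph that was clustered with leidenalg 0.10.2. The resolution was the lowest, from 0.1 in steps of 0.1, that gave at least 10 clusters. A cluster received a name from marker lists written before the data were examined when at least 3 markers were present in at least 0.1 of its cells and had a log2 fold of at least 0.5 against the other cells, provided that the mean log2 fold of all markers of the class was above 0. Of several such classes the one with the highest mean was taken. A cluster stayed without a name also when its median UMIs were under 1/3 of the median UMIs of the mice, averaged over its cells, and no marker of the class was among its 10 leading genes. LC-like cells were clustered again to at least 4 subclusters. Those named Ly6g6c+, Cenpe+ or Ccr7+ met a criterion on such markers. A subcluster that met none of these was called Epcam+/Cd48+, without a test of Epcam or Cd48. These clusters are not the paper's own, and the paper's labels of cells and its integration of the male and female data were not used here.

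UMIs were summed over the LC-like cells of each mouse, between 902990 and 1986308 UMIs per male and between 2203976 and 3831307 per female. These sums were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, on the genes kept by its filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were HFD against RD in each sex, the interaction of diet and sex over all 12 mice, and male HFD against female HFD. Tests of gene sets used camera and fry of limma 3.58.1 on log-CPM with a prior count of 2, with an inter-gene correlation of 0.01 in camera, on 8 sets, of which those with at least 3 tested genes are reported. Their p were adjusted over all 8, and in the counts over other splits of the mice over the reported sets alone. For a set, the difference given is its mean log2 fold change minus that of the other tested genes. Keratinocyte classes were compared in the same way after each mouse's cells and UMIs had been reduced to those of its LC-like cells. The terminally differentiated class of some female mice, among them all HFD females, had fewer cells than that, and there only the UMIs were matched. In female RD replicate 2 the drawn basal and migratory cells held 2074108 and 2088511 UMIs, fewer than the 2252775 of its LC-like cells. Shares of cells were compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 mice against 3 and 0.00216 for 6 against 6. Positions are those of GRCm38, and 99.8% of the gene identifiers in the count files were found in the annotation.

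The genes named in the text are those that the paper names for LCs and that were listed before the data were examined, markers of sex and of mitochondria, and in each comparison the 5 genes past the threshold with the largest change whose groups do not overlap. Genes named outside this rule are said to have been chosen after their values were seen.

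Doublets were not removed for the values in the text, since the paper's filter sets only an upper limit on genes. Each mouse's barcodes were joined with as many simulated doublets, and the share of simulated doublets among the 30 nearest neighbors of a cell, on 30 principal components, is called its doublet score. As an alternative, the highest scores were removed, 0.8% of the cells per 1000 barcodes. Free RNA was measured in the Epcam+/Cd48+ cells as the level of 4 keratins relative to keratinocytes.

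The tests were tried on simulated data of the same design and depth with 200 genes changed by 2-fold or 4-fold. The test recovered 75.5% of them for male diet with 14 false calls, 83.5% for female diet with 10, 52.5% for the interaction with 3 and 75.0% for male HFD against female HFD with 19. Of the 4-fold changes, 90.3%, 94.6%, 78.4% and 90.8% were recovered in the same order. Changes under 2-fold were not simulated.

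The alternatives tried were DESeq2 1.42.0, no filter on low counts, each mouse left out in turn, the replicate number as a block, all 12 mice in 1 fit, libraries without mitochondrial genes and Gm42418, at least 500 genes in both sexes, at most 10% mitochondrial UMIs, removal of the highest doublet scores, LC-like cells without the Ly6g6c+ subcluster, a resolution higher by 0.3, 1 clustering of all mice, 20 principal components for the subclusters, the Wilcoxon test over single cells with a log2 fold change of at least 0.25, all cells of a keratinocyte class, and another random draw of cells. Genes with under 1000 intron bases were added to this list after the data had been seen. Statistics were computed with R 4.3.3, python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and igraph 0.11.9. Cell-cell communication, data of DRG neurons, flow cytometry, histology, cytokine measurements and behavior were not analysed here. The gene set collections used by the paper were not used here either, so that enrichment scores cannot be compared by value.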

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

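The tests of doublets in male RD replicate 2, of the border of the terminally differentiated class and of keratinocyte transcripts in the female genes were chosen after these results were seen, and the count over other splits for the female genes was set before.

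LC-like cells made up 2.84% of the cells of male RD replicate 2, far from the other 5 males, of which the nearest had 2.12%. The gap is 0.678 of the range of the 6 males, above the critical value of Dixon's test, which chance exceeds in about 1 in 20 groups. This library had the most barcodes of all, 16254. When the Ly6g6c+ subcluster was left out, the gap was 0.376 of the range, and with the highest doublet scores removed 0.515, both below the critical value. Doublets of LCs and keratinocytes that were counted as LC-like cells may therefore add to this share. Leaving this mouse out turned the diet difference in males from −0.144 to 0.191 percentage points. A mouse with more LCs stays open, and no biological explanation was tested, since the design gives none for a single mouse.

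The share of terminally differentiated keratinocytes rose on HFD in males and fell in females, and the diet differences differed between the sexes by 1.48 percentage points (exact permutation of the diet labels within each sex, p = 0.025). Over the 13 shares tested in this way, the adjusted p was 0.325, so that the difference fails the correction. Every HFD male lay above every RD male. In other clusterings the difference lay between 1.40 and 2.31 and p between 0.025 and 0.33. In the clustering of all 12 mice together, where a single border is drawn for both sexes, the difference was 1.69 and p was 0.185. The difference did not shrink there. The SD over mice grew in males, from 0.289 to 0.939 on RD and from 0.531 to 1.84 on HFD. In females it fell, from 0.689 to 0.516 on RD and from 0.358 to 0.155 on HFD. Whether the border of this class plays a part therefore stays open. A response to diet that differs by sex stays open as untested beyond this, and male and female libraries differ in their processing.

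In female LC-like cells 7 genes that the paper does not discuss passed the threshold. The log2 fold change was −1.45 for A4galt, −1.44 for Avil, −0.88 for 2610035D17Rik, −0.87 for Acpp, −0.87 for Ppa1, −0.79 for Gng10 and 0.89 for Plcl1. Keratinocyte transcripts were tested as an explanation: all 7 were called in the same direction outside the Ly6g6c+ subcluster, where few keratinocyte transcripts remain, with adjusted p of at most 0.0214 there, which argues against them. In female keratinocytes 2610035D17Rik was also lower, with −0.52 (adjusted p = 0.0301), and for the other 6 genes no change was called. Chance cannot be excluded: 1 of the 10 splits of the 6 females gave as many calls, the real one, and 10 splits cannot give a share below 0.1. Single libraries decide the count, since 0 genes were called without RD replicate 1 or without RD replicate 2 (862 and 804 at an unadjusted p under 0.05) and 49 without HFD replicate 2. In males, A4galt, Avil, Plcl1 and 2610035D17Rik had too few UMIs to be tested. A4galt was at 10.4 CPM on RD and 5.51 CPM on HFD there, and Avil at 9.12 and 0.391 CPM. Plcl1 was at 1.46 and 3.17 CPM and 2610035D17Rik at 4.90 and 3.73 CPM, all from at most 43 UMIs per diet. Gng10 was lower on HFD in males as well, with −1.06 (adjusted p = 0.571), and Ppa1 had −0.24 and Acpp 0.06. The interaction reached an adjusted p of 0.708 at the lowest, so that no difference between the sexes is shown. Ppa1 and Gng10 are outside the 5 genes with the largest change and are named because they passed the threshold. A response of female LCs to diet remains a hypothesis.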

How the results depend on the processing

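The alternatives were set before the data were examined, except the restriction to genes with under 1000 intron bases, which was added afterwards. Where a value changed, the cause was not tested unless one is named.

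Of the counts of genes changed by diet in LC-like cells, the male count was 0 in edgeR (371 at an unadjusted p under 0.05) and stayed at 0 with each mouse left out in turn, with the replicate block, with all 12 mice in 1 fit and in the clusterings with other limits on cells. It was 52 without the filter on low counts, 1 in DESeq2, 8 with the highest doublet scores removed, 10 without the Ly6g6c+ subcluster and 958 in the Wilcoxon test over cells, which counts every cell as a replicate. The female count of 7 became 272 without the filter on low counts, 51 in DESeq2, 0 with the replicate block (837 at an unadjusted p under 0.05), 14 with all 12 mice in 1 fit, 81 with the highest doublet scores removed, 100 without the Ly6g6c+ subcluster and 808 in the Wilcoxon test over cells. With each mouse left out in turn it lay between 0 and 49, the former without RD replicate 1 or without RD replicate 2 and the latter without HFD replicate 2. The interaction gave 63 genes without the filter on low counts and 0 otherwise. Of the genes that differed between male HFD and female HFD, 4624 in all and between 3830 and 5226 under the alternatives, 378 were among those with under 1000 intron bases, a count that is lower because fewer genes are tested.

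The replicate numbers do not pair the mice: the residuals of RD and HFD mice of the same number had correlations across genes of −0.229, 0.183 and −0.180 in males and −0.158, −0.0774 and 0.0708 in females. The block is reported only because it had been planned.

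With all cells of a keratinocyte class in place of the number and depth of the LC-like cells, genes changed by diet numbered 0 in males and 129 in females in basal cells, 0 and 234 in proliferating cells, 0 and 356 in suprabasal or spinous cells, and 93 and 0 in terminally differentiated cells. In migratory cells they numbered 0 in males and 57 in females. These counts of 0 are edgeR's. At an unadjusted p under 0.05, males had 778 genes in basal, 861 in proliferating, 1118 in suprabasal or spinous and 559 in migratory cells. Females had 873 in terminally differentiated cells. Between male HFD and female HFD, the counts with all cells were 9475 in basal, 9377 in proliferating, 9394 in suprabasal or spinous, 4713 in terminally differentiated and 7280 in migratory cells, where more genes are tested. With another random draw of cells, the male counts were 1 in basal, 1 in suprabasal or spinous and 119 in terminally differentiated cells, and the female counts 17 in proliferating, 7 in suprabasal or spinous, 3 in terminally differentiated and 6 in migratory cells. The number of genes called by diet in a class thus depends on which cells are drawn.

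Of the gene sets, 3 were called in males, 2 in females and 0 for the interaction. Under the alternatives other than leaving out mice, 6 of 76 set values in males newly passed the threshold and 2 no longer passed it. In females 3 of 87 newly passed it. Without mitochondrial genes and Gm42418 the female number was 1, since this alternative removes the mitochondrially encoded set. For the interaction it was 1 with the replicate block and 1 with the resolution higher by 0.3. With each mouse left out in turn, the numbers lay between 0 and 3 in males (0 without RD replicate 1), between 1 and 3 in females (1 without RD replicate 3) and between 0 and 4 for the interaction (4 without male RD replicate 3).

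Some set differences changed their sign. Without the filter on low counts this held for male chemokine ligands (0.27), male semaphorins (0.0497), female chemokine receptors (0.27) and the interaction of chemokine ligands (0.17), where genes with few UMIs enter the sets. In 1 fit of all 12 mice female plexins and neuropilins were at −0.0147. With the highest doublet scores removed, female chemokine ligands were at −0.17, and the interactions of nuclear oxidative phosphorylation and semaphorins at 0.0306 and −0.19. Without the Ly6g6c+ subcluster these interactions were 0.0180 and −0.20, and that of semaphorins was −0.0649 in 1 clustering of all 12 mice. With each mouse left out in turn, the ranges that crossed 0 were, in females, −0.0848 to 0.0143 for nuclear oxidative phosphorylation (positive without HFD replicate 2), −0.19 to 0.42 for chemokine ligands (lowest without HFD replicate 2) and −0.0122 to 0.12 for plexins and neuropilins (negative without RD replicate 2). For the interaction they were −0.16 to 0.0231 for ribosomal proteins (positive without male RD replicate 1), −0.12 to 0.0052 for nuclear oxidative phosphorylation, −0.0272 to 0.17 for plexins and neuropilins (negative without male HFD replicate 3) and −0.11 to 0.17 for semaphorins.

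Of the named genes, log2 fold changes in males crossed 0 when each mouse was left out in turn for Ccl22 (−0.71 to 0.23) and Ccl4 (−0.75 to 0.10) without RD replicate 3, for Ccr7 (−1.31 to 0.84), Cd207 (−0.0561 to 0.17) and Epcam (−0.0042 to 0.42) without HFD replicate 1, and for Sema4a (−0.37 to 0.0179) without RD replicate 3. They also did for Tgfb1 (−0.13 to 0.0571) without HFD replicate 3, and for Cd48 (−0.17 to 0.22) and Cenpe (−0.71 to 0.51), furthest without RD replicate 2. In females this held for Ccl22 (−0.51 to 0.20), Cenpe (−0.41 to 0.72), Gm42418 (−0.11 to 0.21), Ly6g6c (−0.48 to 0.30), Sema4c (−0.0272 to 0.31, negative without RD replicate 3) and Sema6d (−0.0033 to 0.10, negative without HFD replicate 3). The interaction of H2-M2 ranged from −0.10, without male HFD replicate 1, to 0.62. With the highest doublet scores removed, the log2 fold change was −0.19 for Ccr7, male diet, 0.0940 for Ly6g6c, male diet, 0.29 for Ly6g6c, female diet, and −0.0390 for Gm42418, female diet. Without the Ly6g6c+ subcluster it was −0.0203 for Cd207, male diet, and −0.0570 for Gm42418, female diet. For Cenpe, female diet, it was 0.0557 in 1 clustering of all 12 mice and 0.0174 in the Wilcoxon test over cells, which gave −0.49 for Ccr7, male diet.

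In all, 11 of 168 values of named genes in males and 15 of 204 in females changed their sign when mice were left out, and 4 of 326 and 5 of 400 under the other alternatives. Under these other alternatives, 24 values in males and 31 in females passed the threshold that the reported value did not pass, and 6 in females no longer passed it. When mice were left out, 19 of the 204 values in females no longer passed the threshold and 3 newly passed it. For male HFD against female HFD the alternatives were run for 6 genes only, Xist, Ddx3y, Eif2s3y, Uty, Gm20732 and Gm37982, which kept direction and side of the threshold in 36 of 36 and 58 of 58 cases. For the other named genes of this comparison, such as Plxnb2, Plxna1 and Ccl2, they were not run.

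Under the alternatives that gave a value, diet differences in the share of LC-like cells and in the shares of their subclusters moved by less than 1 SD of the mice from the reported difference, except for the shares of Cenpe+ and Ccr7+ cells in males with the highest doublet scores removed, −0.753 and −0.0721 percentage points. Signs changed even so. For example, the diet difference of LC-like cells in males was 0.191 without RD replicate 2, and that of Ly6g6c+ cells was 1.23 without HFD replicate 1. That of male Epcam+/Cd48+ cells also changed its sign without HFD replicate 1. In females the differences of Ly6g6c+ and Epcam+/Cd48+ cells did so without RD replicate 2, and that of Ly6g6c+ cells in the clustering of all mice together.

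Some alternatives gave no value. No Ly6g6c+ subcluster formed in either sex with the highest doublet scores removed, no Ccr7+ subcluster in males with at least 500 genes or with at most 10% mitochondrial UMIs, and no Cenpe+ subcluster in females in 1 clustering of all mice. Male chemokine receptors had too few tested genes, Ccl2 was not tested in females with the highest doublet scores removed or without the Ly6g6c+ subcluster, and neither was Scn3a in males without the subcluster. With a mouse left out, a group holds 2 mice, and their spread was pooled with that of the other group. The UMIs of LC-like cells limit the genes that can be tested, to 8213 in males against 10528 in females.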

Differences from the paper's values

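No number that the paper's text states for a measure computed here, which are the cells of each group and the clusters of each sex, differed by more than 1.5-fold under the settings of the text. Of the alternatives, only the resolution higher by 0.3 gave a number of clusters that differs. It was 19 in males and 17 in females, where the paper's number is 10 for each. By flow cytometry, a different measure, the paper found an about 2-fold percentage of CD45+/CD207+ cells in HFD males. Among the sequenced cells, LC-like cells made up 2.17% ± 0.584 on RD and 2.03% ± 0.128 on HFD (SD, n = 3 males each).

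The paper tested single cells as replicates, whereas the tests here compared mice. The statements that follow differ in a gene, a ranking or a direction.

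The paper states that Ccl2 was upregulated in LCs of HFD males. It also reports elevated CCL2 protein from sorted HFD LCs after TNFA stimulation, which was not analysed here. In LC-like cells of males the log2 fold change of Ccl2 was −0.58, short of the threshold (edgeR, adjusted p = 0.985). RD male replicate 2 lay below the HFD males. Under every alternative, all from the same mice, the value stayed negative, from −1.03 without RD replicate 2 to −0.10 in the Wilcoxon test over cells. In females the value was 1.34, where 43 of 63 UMIs on RD and 111 of 158 on HFD were in the Ly6g6c+ cells.

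The paper calls Plxnb2 and Plxna1 significantly increased in male HFD LCs. Over mice, the log2 fold changes of 0.28 and 0.40 had adjusted p of 0.985 each. Both were called by the Wilcoxon test over single cells, the test that the paper's methods name, with 0.38 and 0.47. For Il18, which the paper lists as upregulated, the log2 fold change was 0.29, and no setting called it in males.

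In the paper, male but not female LCs were remodeled by diet. Here edgeR called 0 genes in males (371 at an unadjusted p under 0.05, and 1 gene in DESeq2) and 7 in females. The male count was above the female count only in the Wilcoxon test over cells, with 958 against 808. The interaction called 0 genes in edgeR, with 550 at an unadjusted p under 0.05, and 0 in DESeq2, and 63 without the filter on low counts.

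The paper reports upregulated translation pathways in LCs of HFD males alone. Ribosomal protein genes were lower on HFD in male LC-like cells, by a difference of −0.14, and in female ones, by −0.10, and the direction held under every alternative. In the paper's own enrichment of male DEGs (Fig. 6B), sets of ribosomal and translation genes also have negative scores.

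The paper describes the female profile of Scn3a and P2rx2 as not overlapping with the male one. The means of both genes were also higher in HFD males, by log2 fold changes of 1.17 and 0.58, and the interactions were 0.09 and −0.32. In males neither passed the threshold over all genes (edgeR, adjusted p = 0.985 each). For P2rx2 the male groups overlapped, with 43.7 to 62.4 CPM on RD and 58.8 to 120 CPM on HFD. When each mouse was left out in turn, the male values lay between 0.91 and 1.45 for Scn3a and between 0.22 and 0.78 for P2rx2. Over all genes neither was called in edgeR in females, where DESeq2, no filter on low counts and the Wilcoxon test over cells called both. Scn3a was also called without HFD replicate 2, with 1.29. P2rx2 was also called with the highest doublet scores removed, with 0.96, and without the Ly6g6c+ subcluster, with 0.97. In males the Wilcoxon test over cells called both as well.

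The paper reports that Plxnb2, Plxna1 and Ccl2 were not detected in female LCs. In the Epcam+/Cd48+ cells of females, pooled over mice, they were at 32.3, 53.8 and 5.84 CPM, where free RNA would give at most 0.888, 0.449 and 0.330 CPM.

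The paper reports Cd48 as elevated on HFD. Its log2 fold change in males was 0.05, with −0.17 to 0.22 when each mouse was left out, and no setting called it.

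LCs are ranked by the paper as the cell type that differs most between the sexes on HFD. At equal UMIs, 48.6% of the genes tested differed in LC-like cells and 50.2% in basal keratinocytes. By the median size of the log2 fold change LC-like cells ranked first at these UMIs, with 0.57 against 0.55 in terminally differentiated cells. With all cells of each class basal keratinocytes reached 0.58.

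The paper's Results read Ly6g6c+ LCs as a sign of monocyte-derived origin, which its Discussion leaves open. Of 7 macrophage or monocyte genes, 0 were more than 2-fold above a mixture of Epcam+/Cd48+ cells and keratinocytes fitted to these cells. Smaller differences were not counted, so that a monocyte origin is not excluded.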

Other observations

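Chosen after the results were seen were the tests of changes shared by both sexes, of fewer genes and of fewer cells outside the Ly6g6c+ subcluster, of genes with under 1000 intron bases, and the counts over other splits for keratinocyte classes, gene sets and the cells outside the Ly6g6c+ subcluster. The tests of doublets, free RNA, libraries and introns and the other counts over splits were set before.

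Ly6g6c+ cells carried the transcripts of keratinocytes at levels near those of keratinocytes, with Krt10 at 18690 CPM in males. The median share of simulated doublets among their neighbors was 0.9 in males and 0.933 in females, against 0.333 to 0.367 in the keratinocytes of a mouse. A mixture with 19.7% of the LC profile in males and 32.4% in females, and keratinocyte profiles for the rest, had a correlation across genes of 0.996 with their levels in each sex (genes are not independent replicates). With the highest doublet scores removed, between 84.6% and 100% of the Ly6g6c+ cells of a mouse were lost, against at most 3.31% of its Epcam+/Cd48+ cells, and no Ly6g6c+ subcluster formed. These values are consistent with LC-keratinocyte doublets. LCs that stayed attached to keratinocytes in the tissue would give the same counts and stay open, since dissociation was not varied. These cells held between 26.1% and 55.3% of the UMIs of the LC-like cells of a male and between 26.6% and 40.0% of those of a female.

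Outside the Ly6g6c+ subcluster 10 of 5896 genes were called by diet in males and 100 of 9185 in females. A lower number of genes in the adjustment does not account for this: over the same genes, all LC-like cells gave 0 calls in males (edgeR, 371 at an unadjusted p under 0.05 over all genes, 1 gene in DESeq2) and 8 in females. Nor does a lower number of cells: with as many cells left out at random, 10 draws gave at most 0 calls in males and 9 in females. The biological coefficient of variation was lower outside the subcluster, 0.114 against 0.155 in males and 0.100 against 0.121 in females. Among the 10 splits of the mice, 1 gave as many calls in males and 1 in females, the real ones, but another split gave 9 in males, and 10 splits cannot exclude chance. In males the 10 genes were Timp2 (2.57), Mmp9 (1.87), Tcim (1.53), Gng10 (−1.42), Hist1h1e (1.24), H2-M2 (1.06), Apoe (1.00), mt-Cytb (0.90), Gm42418 (0.68) and mt-Atp6 (0.50), with the log2 fold change in parentheses, and they are named here because their values were seen. Of these, mt-Cytb and mt-Atp6 are mitochondrially encoded, and mitochondrial UMIs took a larger share over all barcodes of HFD males as well. A response of LCs to diet that keratinocyte transcripts mask is a candidate explanation. Mixed cells in numbers that vary between mice would also lower the variation when left out, without such a response.

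Mmp9, Gng10, H2-M2 and mt-Cytb were called outside the subcluster in both sexes, each in the same direction, where 0.109 genes would be shared by chance. Of the genes called in males and tested in females, 66.7% had the same direction, and of those called in females 77.3%. Across all genes the correlation of the diet effects was 0.121, with an exact p of 0.02 over the 200 arrangements of diet labels, and an arrangement other than the real one reached 0.129. Over all LC-like cells, r was 0.104 and p was 0.19. This suggests that part of the response is shared by the sexes outside the subcluster, as a hypothesis from the same data. The mice of both sexes had the same diets, and a technical difference that follows diet in both sexes was not tested. Over all barcodes, the median mitochondrial share of UMIs was 3.09% to 3.40% in RD males and 3.48% to 3.68% in HFD males. In females it was 1.98% to 2.02% on RD and 2.02% to 2.66% on HFD, where the groups overlapped. Whether this shift accounts for the call of mt-Cytb was not tested.

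Between male HFD and female HFD mice 4624 genes differed in LC-like cells. Of those tested in basal keratinocytes, with all cells of that class, 92.8% had the same direction there. A difference between the male and female libraries that all cell types share would give this, and so would a sex difference common to all epidermal cells. Part of the agreement is built in, since the LC-like sums include the Ly6g6c+ cells with their keratinocyte transcripts. The share was not computed outside that subcluster. The log2 fold change fell with intron length (Spearman's rho −0.544 across genes), from a median of 0.65 in genes with 1 to 1000 intron bases to −0.83 in the genes with the most. This is consistent with reads in introns having been counted in females and not in males. Of genes with under 1000 intron bases, which such reads would hardly reach, 56.7% still differed, so that introns are not shown to account for them, but a shift of library composition cannot be told apart from sex there. Of the 10 splits of the 6 HFD mice, 1 gave as many genes in LC-like cells and 1 in keratinocyte classes, the real one, which cannot exclude chance by itself. Gm42418 was at 20522 and 35839 CPM in RD and HFD males and at 3050 and 3115 CPM in RD and HFD females. Diet effects followed intron length far less, with rho of 0.0756 in males and −0.0346 in females.

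For male diet, 10 of 10 splits gave at least as many genes as the real one, which called 0 (371 at an unadjusted p under 0.05, 1 gene in DESeq2), and for the interaction, with 0 calls as well, 100 of 100 did. With a real count of 0 every split gives at least as many, so these values decide nothing. Of the genes that the Wilcoxon test called over male cells, 66.2% changed in the same direction in basal keratinocytes, with a correlation of 0.136 across 716 genes. As 927 of the 958 called genes were higher on HFD, the share depends on how many genes lean upward in basal cells, and it decides nothing. Free RNA, the keratinocyte transcripts of Ly6g6c+ cells and a response common to both cell types all stay open. In keratinocyte classes, 3 of 10 splits of the males gave as many genes and 1 of 10 splits of the females. As many gene sets were called in 3 of 10 splits of the males, 8 of 10 splits of the females and, for the interaction, in 100 of 100 splits, where the real count of 0 again fixes the outcome.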
